# A Single-Cell Culture System for Dissecting Microenvironmental Signaling in Development and Disease of Cartilage Tissue

**DOI:** 10.3389/fcell.2021.725854

**Published:** 2021-10-18

**Authors:** Jade Tassey, Arijita Sarkar, Ben Van Handel, Jinxiu Lu, Siyoung Lee, Denis Evseenko

**Keywords:** chondrogenic organoid, chondrosphere, single cell, clonogenicity, microenvironment, niche, arthritis

## Abstract

Cartilage tissue is comprised of extracellular matrix and chondrocytes, a cell type with very low cellular turnover in adults, providing limited capacity for regeneration. However, in development a significant number of chondrocytes actively proliferate and remodel the surrounding matrix. Uncoupling the microenvironmental influences that determine the balance between clonogenic potential and terminal differentiation of these cells is essential for the development of novel approaches for cartilage regeneration. Unfortunately, most of the existing methods are not applicable for the analysis of functional properties of chondrocytes at a single cell resolution. Here we demonstrate that a novel 3D culture method provides a long-term and permissive *in vitro* niche that selects for highly clonogenic, colony-forming chondrocytes which maintain cartilage-specific matrix production, thus recapitulating the *in vivo* niche. As a proof of concept, clonogenicity of *Sox9*^*IRES–E*GFP^ mouse chondrocytes is almost exclusively found in the highest GFP^+^ fraction known to be enriched for chondrocyte progenitor cells. Although clonogenic chondrocytes are very rare in adult cartilage, we have optimized this system to support large, single cell-derived chondrogenic organoids with complex zonal architecture and robust chondrogenic phenotype from adult pig and human articular chondrocytes. Moreover, we have demonstrated that growth trajectory and matrix biosynthesis in these organoids respond to a pro-inflammatory environment. This culture method offers a robust, defined and controllable system that can be further used to interrogate the effects of various microenvironmental signals on chondrocytes, providing a high throughput platform to assess genetic and environmental factors in development and disease.

## Introduction

Chondrocytes are specialized extracellular matrix-secreting cells that contribute to maintenance of healthy cartilage. Due to the avascular nature of cartilage, cellular maintenance and turnover is relatively low in adult and there is low regenerative potential upon injury or pathological microenvironments (Jayasuriya et al., 2016). The joint niche balances paracrine input from synovial and immune cells and thus regulates chondrocyte response in both homeostasis and in diseased states, as seen in aberrant microenvironmental situations such as arthritis where the niche can drive loss of healthy matrix, chondrocyte hypertrophy and formation of fibrocartilage (Sokolove and Lepus, 2013; Shkhyan et al., 2018; Roseti et al., 2019). Although immature chondrocytes have some proliferative capacity (Yasuhara et al., 2011; Li et al., 2013), in pathological conditions such as osteoarthritis, this potential is insufficient to overcome degenerative signals in the microenvironment. Pro-degenerative factors, particularly interleukin 1 (IL-1β) and IL-6 family cytokines such as oncostatin M (OSM), overwhelm and suppress this regenerative potential, inevitably leading to cartilage degradation (Ni et al., 2015; Shkhyan et al., 2018).

The role of SRY-box transcription factor 9 (SOX9) in both homeostatic and arthritic chondrocytes have been well described (Haag et al., 2008; Zhang et al., 2015). Because SOX9 expression has been best described as a regulator of chondrogenesis, chondrocyte proliferation, and a marker for immature chondrocytes (Leung et al., 2011), it has the potential to be used for further assessment of their regenerative response to microenvironmental signaling. Increases in SOX9 activity have been correlated with stimulation by growth factors such as insulin-like growth factor-I (IGF-I) and fibroblast growth factor-2 (FGF-2) in articular chondrocytes (Shi et al., 2015), signifying its role in responding to the paracrine signals present in the niche. Other growth factors such as leukemia inhibitory factor (LIF), transforming growth factor-beta 1 (TGF-β1) and low levels of bone morphogenetic protein-4 (BMP-4) have been shown by our group to inhibit excessive chondrocyte maturation and hypertrophy (Wu et al., 2013), further suggesting that supplementation of growth factors can preserve SOX9-expressing chondrocytes in an immature state.

To model development and disease, multiple *in vitro* methods have been used to culture chondrocytes, however, chondrocytes grown in a 2-dimensional (2D) monolayer dedifferentiate into a fibroblast-like cell, losing expression of extracellular matrix molecules such as glycosaminoglycans (GAGs), collagen 2, and aggrecan (Caron et al., 2012; Wu et al., 2014; Matak et al., 2017). This loss of chondrogenic phenotype severely hinders the use of 2D *in vitro* experiments to accurately represent *in vivo* biology. To prevent this dedifferentiation of chondrocytes, many 3D culture systems of varying composition that attempt to mimic the chondrogenic niche have been developed, including agarose (Buschmann et al., 1992), fibrin glue (Perka et al., 2000), alginate (Almqvist et al., 2001), synthetic hydrogels (Ko et al., 2016) or aggregation into a pellet (Caron et al., 2012). Derivation of chondrocytes from mesenchymal stromal cells (MSCs) in a high-density pellet culture has also been utilized to assess chondrogenic capacity (Ullah et al., 2012). While these 3D methods are superior to traditional 2D culture of chondrocytes, there are no methods that offer single-cell resolution, which would provide a critical asset to interrogate the genetic and microenvironmental factors that influence the proliferative capacity of chondrocytes.

Here we present a novel 3D *in vitro* culture system using methylcellulose (MC), a culture method most commonly used for hematopoietic progenitor cell growth and differentiation (Li et al., 2013), for long-term culture of single chondrocytes. By supplementing MC with media previously established for the maintenance of human embryonic stem cell-derived chondrocyte progenitors, termed Maintenance Media (MM; Ferguson et al., 2018), we select for clonogenic colony-forming chondrocytes from developing tissue or adult articular cartilage by offering a microenvironment that best recapitulates the natural progenitor niche. In this method, chondrocytes from mouse, pig, and human form chondrospheres that retain their chondrogenic phenotype and resemble native cartilage, providing a more accurate surrogate for *in vivo* studies. These chondrogenic organoids can be maintained for at least 8–10 weeks, showing long-term stability of structure, viability and chondrogenic phenotype in a novel *in vitro* setting. This model enables the delineation of the impacts of pro-inflammatory stimuli on chondrocytes in a controllable setting that mimics microenvironmental signaling observed in arthritis, offering a novel and permissive system to model arthritis in a dish.

## Materials and Methods

### Mouse Line and Breeding

Homozygous *Sox9*^IRES–EGFP^ (shortened to *Sox9*^GFP^ henceforth; Strain 030137, Chan et al., 2011) and corresponding wildtype C57BL/6J (Strain 000664) mice were purchased from Jackson Laboratories and used for all subsequent *in vitro* studies. All procedures and breeding involving mice were approved by the Institutional Animal Care and Use Committee of USC and was compliant with all relevant ethical regulations regarding animal research.

### Tissue Collection and Digestion

Mouse, human, and pig tissues were enzymatically digested for varying lengths of time at 37°C with mild agitation in digestion media consisting of DMEM/F12 (Corning) with 10% Fetal Bovine Serum (FBS; Corning), 1% penicillin/streptomycin/amphotericin B solution (P/S/A; Corning), 1 mg/mL dispase (Gibco), 1 mg/mL type 2 collagenase (Worthington), 10 μg/mL gentamycin (Teknova) and 100 μg/mL primocin (Invivogen). For mouse femoral heads, postnatal day 7 (P7) *Sox9*^GFP^ or C57BL/6J pups were sacrificed and both femoral heads were harvested. Each pup was harvested separately as a biological replicate. Femoral heads were lightly crushed with a mortar and pestle, then digested in digestion media for 4–6 h. For adult *Sox9*^GFP^ mouse knee joints, 4 months old or 1.5 years old knees were cut at the femur and the tibia and crushed lightly with a mortar and pestle. They were then placed in digestion media in an Erlenmeyer flask with a spin bar in 4°C overnight, then in 37°C for 4–6 h. For pig articular cartilage, 4–6 months old Yucatan minipig hind legs were purchased from Premier BioSource (formerly S&S Farms). The cartilage was shaved from the articular surface of the condyles, minced and digested in digestion media at 37°C for 16–24 h. For human samples, young adult human primary tissue samples aged 19–26 years and mature adult human primary tissue samples aged 57–60 years were obtained from National Disease Research Interchange (NDRI) and complied with current IRB approval. All donated material was anonymous, carried no personal identifiers, and was obtained after informed consent. Human cartilage was digested in the same manner as pig cartilage. All cells were washed with DPBS (Corning) after digestion and strained through a 70 μm filter (Fisher) before use.

### Methylcellulose and Liquid Culture Method of Chondrocytes

To culture isolated chondrocytes in a 3D environment, methylcellulose (H4100, StemCell Technologies) was resuspended in Maintenance Media (MM; Ferguson et al., 2018), which consists of DMEM/F12 (Corning) with 10% FBS (Corning) and 1% P/S/A (Corning) supplemented with fibroblast growth factor-2 (FGF2, 10 ng/mL), bone morphogenic protein-4 (BMP4, 1 ng/mL), insulin-like growth factor-1 (IGF1, 10 ng/mL), Leukemia Inhibitory Factor (LIF, 50 ng/L), Transforming Growth Factor-β1 (TGF-β1 10 ng/mL), and primocin (100 μg/mL). All supplemental growth factors were purchased from PeproTech Inc., and the final concentration of methylcellulose was 1%. Passage 0–1 chondrocytes were resuspended at low density (300–400 cells/mL) and plated in 6-well ultra-low attachment plates (Corning) for 3–4 weeks. *Sox9*^GFP^ femoral head cells were cultured in a hypoxic chamber with 5% O_2_, whereas human and pig chondrocytes were cultured in normoxia. To ensure moisture and nutrients remained available to the cells, 120–160 μL of liquid MM was distributed twice weekly on the surface of the wells. After 3–4 weeks, colonies were counted for clonogenicity. Inclusion criteria consisted of clones larger than ∼40 μm in diameter or greater than 5 cell divisions as observed under a compound light microscope. All images of clones in methylcellulose were taken on an Echo Revolve Inverted microscope and scale bars were added using FIJI software (ImageJ). For individual clone culture in liquid media, colonies were plucked with a wide-bore pipette tip, washed in 10% FBS + 1% P/S/A + DMEM/F12 media, and transferred into a 96-well U-bottom ultra-low attachment plate (Corning) containing 200 μL of liquid MM. For arthritis in a dish experiments, addition of Oncostatin M (OSM; 10 ng/mL, PeproTech Inc.) to Maintenance Media was used. The remaining colonies were harvested for quantitative Real-Time PCR (qPCR) by washing the well with DPBS and further dilution of the methylcellulose by subsequent washing and centrifugation with DPBS in a 50 mL conical vial. To maintain the individual spheres in liquid, 100–120 μL of media was removed and added as necessary.

### Flow Cytometry and FACS

All flow cytometry and FACS was performed on a BD FACSAria IIIu cell sorter. Mouse cells were washed twice in 1–2% FBS and stained with DAPI for viability. Populations of interest were sorted based on DAPI negativity, GFP expression, and lack of the following lineage markers: APC-Cy7: CD31 (endothelial cells), Ter119 (erythrocytes), and CD45 (leukocytes) at 1 μL antibody/10^6^ cells (BioLegend). Cells were directly sorted into DMEM/F12 containing 10% FBS with 1% P/S/A. Flow cytometry data was analyzed using FlowJo software.

### RNA Sequencing Library Preparation and Sequencing

Total RNA was isolated using QIAGEN RNeasy Mini kit and quantified using Qubit fluorometer (Thermo Fisher Scientific). Quality of the isolated RNA was checked using Agilent Bioanalyzer 2100. Universal Plus mRNA-Seq. Library with NuQuant (TECAN) was used to generate stranded RNA-seq libraries. Briefly, poly(A) RNA was selected followed by RNA fragmentation. Double stranded cDNA was generated thereafter using a mixture of random and oligo(dT) priming. The library was then constructed by end repairing the cDNA to generate blunt ends, ligation of Unique Dual Index (UDI) adaptors, strand selection and PCR amplification. Different adaptors were used for multiplexing samples in one lane. Quality of the library was checked using Agilent Bioanalyzer 2100. Sequencing was performed on Illumina HiSeq 3000 with single end 50 base pair reads.

### RNA Sequencing Data Analysis

Raw fastq files were analyzed in Partek flow (version 10.0.21.0801). Reads were aligned to mouse GRCm38 (mm10) genome using Gencode Release M25 reference using STAR aligner (version 2.7.3a) (Dobin et al., 2013). Transcript levels were quantified to the reference using Partek E/M with default parameters. Normalization was done using counts per million (CPM) method. Genes were considered to be differentially expressed based on fold change >5 and FDR < 0.01. Heatmap for normalized gene expression was generated using Morpheus software^1^. Gene ontology enrichment analysis for the differentially expressed genes was performed using DAVID (Huang et al., 2009).

### RNA Extraction and Quantitative Real-Time PCR

Total RNA was extracted using either the RNeasy Mini or Micro Kit (Qiagen) and cDNA was amplified using the Maxima First Strand cDNA Synthesis Kit (Thermo Fisher Scientific). Power SYBR Green (Applied Biosystems) RT-PCR amplification and detection was performed using an Applied Biosystems Step One Plus Real-Time PCR machine. The comparative Ct method for relative quantification (2-ΔΔCt) was used to quantitate gene expression, where results were normalized to ribosomal protein L7 (*RPL7*). Primer sequences used and corresponding GenBank Accession numbers are listed in Supplementary Table 1.

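All 7 mouse primer pairs of Supplementary Table 1 were matched to the GENCODE M21 transcripts of GRCm38, and each gave an exact match in its target gene. The *Sox9* pair amplifies 195 bases of the 3′ UTR in exon 3 of 3, on chromosome 11 from 112786705 to 112786899, and the *Col1a1* pair amplifies 157 bases of the 3′ UTR in exon 51 of 51, on the same chromosome from 94952628 to 94952784. The *Col2a1* amplicon of 85 bases starts across the junction of exons 13 and 14 and ends in exon 15 of the coding sequence, within 97994568 to 97995025 on chromosome 15. The *Prg4* amplicon of 148 bases runs from exon 9 to exon 10 of the coding sequence, within 150451423 to 150451974 on chromosome 1. Those of *Acan* (77 bases, exon 3) and *Col10a1* (115 bases, exon 2) each lie within a single coding exon. The pair for *Rpl7*, the gene used for normalization, amplifies 132 bases of the coding sequence from exon 3 to exon 4, within 16102795 to 16103264 on chromosome 1. It also matches the transcripts of 2 processed pseudogenes, *Gm12174* and *Gm6543*, with amplicons of the same length. In the RNA-sequencing libraries of the *Sox9* GFPHi chondrospheres, *Rpl7* had 308 CPM in replicate 1 and 391 CPM in replicate 2. Reads of *Rpl7* can be shared with its pseudogenes, so this level is uncertain.

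**Figure D1:**
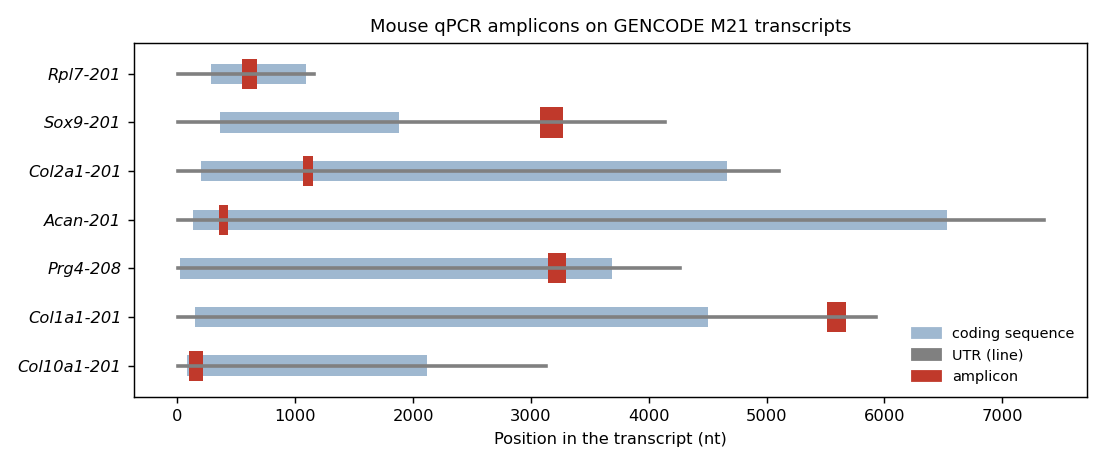
Position of each mouse qPCR amplicon (red) along its GENCODE M21 transcript in nucleotides, with the coding sequence as a pale blue bar and the UTRs as a grey line. The *Sox9* and *Col1a1* amplicons lie in the 3′ UTR and the other 5 in the coding sequence.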

### Histology, Immunohistochemistry, and Immunofluorescence

Tissues were fixed in either 10% formalin or 4% paraformaldehyde and sectioned at 5 μm. For DAB immunohistochemical (IHC) staining on pig slides, sections were deparaffinized using standard procedures and antigen retrieval was performed by incubating the slides in 1X citrate buffer pH 6.0 (Diagnostic Biosystems) at 60°C for 30 min followed by 15 min cooling at room temperature. For IHC on mouse slides, the above procedure was used with the addition of Proteinase K (Sigma) digestion at 37°C for 5 min after citrate buffer antigen retrieval. Endogenous peroxidase activity was quenched by treating samples with 3% H_2_O_2_ for 10 min at room temperature (RT). Sections were then blocked in 2.5% normal horse serum for 20 min, then incubated with primary antibodies diluted in PBS with 0.1–1% BSA (Sigma) overnight at 4°C. Sections were washed three times with TBS +0.05% Tween 20 (TBST, Sigma) before addition of HRP-conjugated secondary antibody for 30–120 min incubation at RT. Sections were washed three times with TBST after secondary incubation and DAB substrate (Vector Laboratories) was added until positive signal was observed. Sections were then immediately washed with tap water, counterstained in hematoxylin for 1 min and washed again with tap water before dehydration and mounting. Secondary antibody only (no primary antibody) controls were used for IHC, and a list of all antibodies and their concentrations used can be found in Supplementary Table 2. Toluidine Blue staining was performed on deparaffinized sections in accordance with standard laboratory techniques. For immunofluorescent visualization of apoptosis and proliferation, the TdT-mediated dUTP nick-end labeling (TUNEL; Promega Corp.) assay and the EdU Click-iT Assay Kit (Thermo Fisher Scientific) was performed as described in the manufacturer’s protocols, respectively. For the EdU assay, 10 μM of EdU was added to liquid MM for 24 h prior to fixation. Fluorescent slides were counterstained with DAPI (10 μg/mL in DPBS) for 5 min. All slides were viewed using a ZEISS Axio Imager. A2 Microscope and images were taken using ZEN 2 software (Zeiss). Standard microscope camera settings were used and scale bars were added using FIJI software (ImageJ).

### Statistical Analysis

The number of biological replicates and types of statistical analyses for each experiment are indicated in the figure legends. All statistical analyses were performed using Prism (version 9.0, GraphPad Software Inc.). All results are presented as mean ± SEM where *p* < 0.05 was considered statistically significant.

## Results

### Murine *Sox9*^GFPHi^ Chondrocytes Are Clonogenic in a Novel 3D *in vitro* Culture System

The main purpose of this study was to derive an *in vitro* method that recapitulated the 3D microenvironment to promote long-term retention of a chondrogenic phenotype at a single-cell level. To achieve this, chondrocytes were seeded at low density in methylcellulose (MC) reconstituted with Maintenance Media (MM) and cultured for 3–4 weeks (Figure 1). Once single cell-derived chondrogenic organoids, or chondrospheres, were established in MC, we transitioned the chondrospheres into liquid Maintenance Media to advance maturation for further assessment.

**FIGURE 1:**
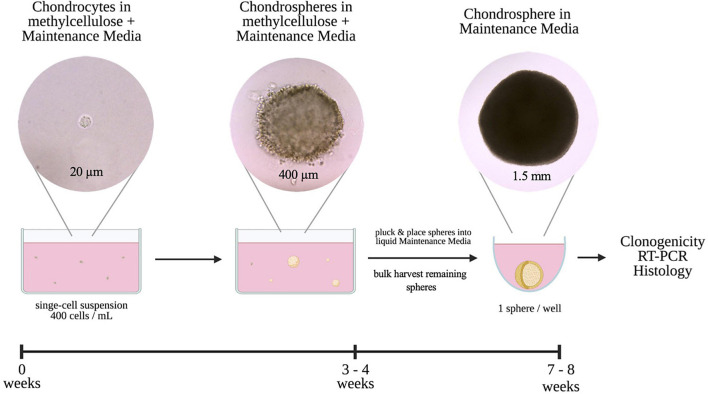
Schematic and timeline of 3D single-cell based *in vitro* culture method of colony-forming chondrocytes.

As a proof of concept, we wanted to address which cells contribute to colony formation by utilizing the *Sox9*^GFP^ reporter mouse (Figure 2). Due to an abundance of chondrocytes within the femoral heads of postnatal day 7 (P7) pups (Blumer et al., 2007), we isolated and digested the femoral heads and plated the cells in MC to see if *Sox9* expression was retained. These cells formed large chondrospheres that maintained high levels of GFP expression after 4 and 8 weeks in culture (Figure 2A and Supplementary Figure 1A, respectively). To interrogate if there were specific populations of *Sox9*-expressing cells generating the chondrogenic organoids, we fractionated cells via FACS based on level of *Sox9* expression into negative, mid or high GFP expression (Figure 2B) using wildtype P7 femoral head cells as a control (Supplementary Figure 1B). The negative and high fractions of *Sox9*^GFP^ cells represented about 40 and 57% the of the population, respectively, whereas the mid fraction represented less than 10% of live cells (Figure 2C), indicating an enrichment of *Sox9*^GFPHi^ cells endogenously found within the femoral heads. We plated the fractionated groups in MC, and after 4 weeks in MC, clonogenic frequency was assessed. A significant trend between increased clonogenicity and high *Sox9* expression was observed (Figure 2D), whereas cells in the *Sox9*^GFPNeg^ did not form any colonies. Furthermore, *Sox9* expression was detected in both the *Sox9*^GFPMid^ and *Sox9*^GFPHi^ fractions after culture in MC (Figure 2E), but the average diameter of the *Sox9*^GFPHi^ chondrospheres was about three-fold higher than the *Sox9*^GFPMid^ chondrospheres (Figure 2F), suggesting increased proliferative and/or matrix deposition capacity associated with *Sox9* expression, a trend also seen in the proliferating chondrocytes of the growth plate (Dy et al., 2012).

**FIGURE 2:**
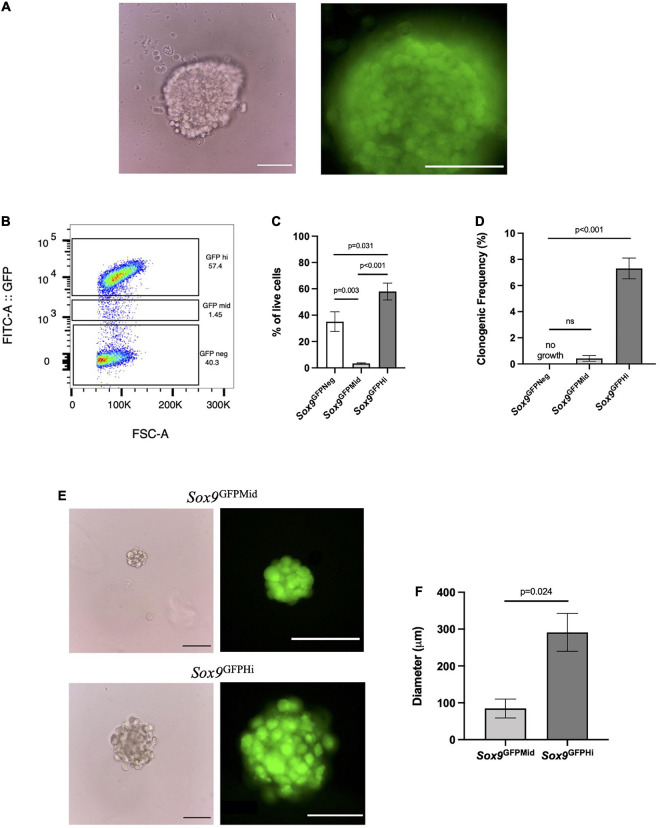
*Sox9*^GFPHi^ chondrocytes demonstrate increased clonogenic and proliferative capacity. **(A)** Unsorted P7 *Sox9*^GFP^ femoral chondrocytes after 3 weeks in methylcellulose (MC), Scale bar = 100 μm. **(B)** Representative FACS gating strategy and **(C)** frequency of live cells in *Sox9*^GFP^ fractions; *n* = 6 biological replicates and *p*-values calculated using one-way ANOVA with Tukey’s correction for multiple comparisons. **(D)** Clonogenicity of *Sox9*^GFP^ fractions in MC; *n* = 3 biological replicates and *p*-values calculated using One-Way ANOVA with Tukey’s correction for multiple comparisons. **(E)** Representative images of mid (upper row) and high (lower row) *Sox9*^GFP^ chondrospheres in MC after 4 weeks, scale bar = 100 μm. **(F)** Average diameter of chondrospheres in MC, *n* = 2 biological replicates, *p*-value calculated with unpaired *t*-test. All error bars represent mean ± SEM.

To better understand the differentiation pathways of the *Sox9*^GFPHi^ chondrospheres, transcriptomic analyses were performed. 

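RNA-sequencing of *Sox9* GFPHi chondrospheres gave 2 libraries of 1 condition, named here replicate 1 and replicate 2. The chondrospheres are colonies grown from single GFP-high cells, sorted from femoral heads of *Sox9* GFP reporter pups at postnatal day 7 and cultured in 1% methylcellulose at 5% oxygen. Poly(A) RNA was made into stranded libraries, and the authors aligned the single-end reads to GRCm38 with the GENCODE M25 annotation by STAR. They assigned the reads to genes with the Partek E/M method, which can divide a read among genes that share its sequence, and normalized them to counts-per-million (CPM) values. The deposited values cover 23628 genes in each library, and an offset of 0.0001 CPM, added to every value before deposit, was subtracted here. The step between the lowest values was 0.0231 CPM in replicate 1 and 0.0237 CPM in replicate 2, which implies 43300000 reads on genes in replicate 1 and 42100000 in replicate 2. Of the low values, 64.6% in replicate 1 and 63.3% in replicate 2 were whole multiples of that step, so reads were not recovered and no count model was fitted. The smallest level that the depth can show, set at 3 reads, was 0.0693 CPM in replicate 1 and 0.0712 CPM in replicate 2, and it covers counting error only. At least 1 CPM was reached by 12305 genes in replicate 1 and 12689 in replicate 2. The 10 highest genes of each library took 43.4% of the total in replicate 1 and 34.7% in replicate 2, so the per-million values of all other genes depend on those few. Among the 12631 genes with a mean of at least 1 CPM, the median log2 ratio of replicate 2 to replicate 1 was 0.30, with an SD of 0.83 across genes, against a median counting error of 0.08. More than 2-fold differences were found for 1903 genes, of which 1435 were higher and 468 lower in replicate 2. After scaling by a trimmed mean of log ratios in place of the per-million total there were 1702, of which 953 were higher and 749 lower. Across genes, Pearson's r of the log2 values was 0.923 and Spearman's rho 0.942, although genes are not independent replicates. Levels are given below as the mean ± SD of the 2 libraries, and with 1 condition no test between groups was made. The published libraries of synovial fibroblasts and hypertrophic pellet cultures that the paper sets beside them were not analysed here.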

We used RNA-sequencing to compare the *Sox9*^GFPHi^ chondrospheres with previously published datasets using murine synovial fibroblasts to represent dedifferentiated chondrocytes commonly seen in long-term 2D culture (Saeki and Imai, 2020), and murine chondrocytes cultured in a 3D pellet assay designed for hypertrophic differentiation to represent terminally differentiated chondrocytes (Singh et al., 2021). 

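In the *Sox9* GFPHi chondrospheres, the 6 genes of Figure 3A lay far apart in level. *Col2a1*, on chromosome 15 of GRCm38 from 97975602 to 98004695, was measured at 124817 ± 34133 CPM (SD, n = 2), the second highest mean of all genes listed. *Acan*, on chromosome 7 from 79053483 to 79115099, followed at 13086 ± 1533 CPM (SD, n = 2). *Prg4*, which encodes lubricin and lies on chromosome 1 from 150449412 to 150466165, was measured at 3694 ± 565 CPM (SD, n = 2). *Col10a1* was measured at 1931 ± 252 CPM (SD, n = 2). *Col1a1*, on chromosome 11 from 94936224 to 94953042, had 1166 CPM in replicate 1 and 584 CPM in replicate 2, a mean of 875 ± 412 CPM (SD, n = 2). The transcription factor gene *Sox9*, on the same chromosome from 112782224 to 112787760, had the lowest level of the 6 at 265 ± 18.9 CPM (SD, n = 2) and ranked 323 among all genes by mean. The 6 genes had the same order in both libraries. Ratios between genes of one library do not depend on how that library was scaled. The log2 ratio of *Col2a1* to *Col1a1* was 7.00 in replicate 1 and 7.43 in replicate 2, or 128-fold and 173-fold, and its mean of 7.21 exceeded its SD of 0.31 between libraries. *Acan* exceeded *Col1a1* by a log2 ratio of 3.98 ± 0.54 (SD, n = 2), again larger than the spread between libraries. The scaling set the absolute levels, and with the 10 highest genes left out of the per-million total the mean of *Sox9* was 434 CPM. The values come from per-gene totals without a correction for length, and the log2 ratio of *Col2a1* to *Col1a1* was 6.72 after dividing by exonic length and 7.43 after dividing by the longest coding transcript. *Fn1*, which encodes fibronectin and is not in Figure 3A, had the highest mean of all genes, although it fell below *Col2a1* in replicate 1 after dividing by exonic length and in both libraries after dividing by the longest coding transcript. The paper sets the levels of the 6 genes beside those of the fibroblast and pellet libraries, and in the title of Figure 3 it states that the cultured cells maintained chondrogenic gene expression.

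**Figure D2:**
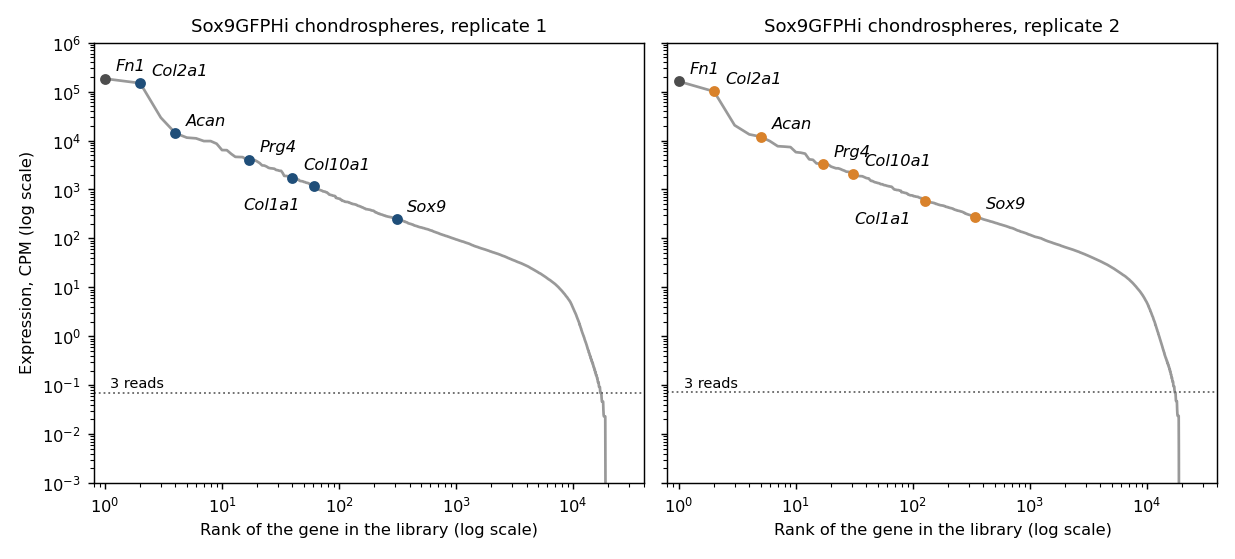
Expression in CPM (log scale) of each gene above 0 in replicate 1 (left) and replicate 2 (right) of the *Sox9* GFPHi chondrospheres, against the rank of the gene in that library (log scale). Coloured points are the 6 genes of Figure 3A, the dark grey point is *Fn1*, and the dotted line is the level of 3 reads. *Col2a1* stands at rank 2 in both libraries, and *Sox9* has the lowest level of the 6.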

The heat map for gene expression of selected chondrogenic genes indicated a clear enrichment in the *Sox9*^GFPHi^ chondrospheres after long-term *in vitro* culture when compared to fibroblasts or hypertrophic, pelleted chondrocytes (Figure 3A). Furthermore, Gene Ontology (GO) analyses of the genes significantly enriched (>5 fold-change, FDR < 0.01) in *Sox9*^GFPHi^ chondrospheres versus fibroblasts yielded categories related to cartilage and chondrocyte development, as well as extracellular matrix organization (Figure 3B). Conversely, when observing the genes significantly enriched in the hypertrophic pellet versus the *Sox9*^GFPHi^ chondrospheres, categories such as chondrocyte differentiation, ossification, and apoptotic process were upregulated (Figure 3C).

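The chondrosphere side of this comparison was examined with gene panels written by hand before the data were examined, which are not the membership of the GO categories. Each panel's median was placed among the medians of 10000 random lists of as many genes, drawn from the 12631 genes with a mean of at least 1 CPM, as a description of these 2 libraries. For the percentile of a single library, the lists were drawn from the genes with at least 1 CPM in it, 12305 in replicate 1 and 12689 in replicate 2. The 20 genes of the cartilage matrix panel had a median of 1272 CPM, which stood at percentile 100 of the random lists in both libraries. The panel, which holds *Col2a1*, took 21.2% of all CPM in replicate 1 and 14.6% in replicate 2. After *Col2a1* and *Acan*, its highest members were *Comp* at 9383 ± 2424 CPM, *Col11a1* at 8551 ± 1703 CPM and *Col11a2* at 6094 ± 423 CPM (SD, n = 2 each). *Matn1* differed most between the libraries, with 902 CPM in replicate 1 and 29.2 CPM in replicate 2. Relative to the median of all genes, 18 of the 19 panel genes with a mean of at least 1 CPM were lower in replicate 2, and the median log2 ratio of the 19 was -0.84. The 23 genes of the collagen fibril assembly panel had a median of 307 CPM and also stood at percentile 100 in both libraries. The chondrogenic factors panel, 13 genes for transcription factors and signalling proteins that include *Sox9*, *Sox5*, *Sox6* and *Fgfr3*, had a median of 68.1 CPM at percentile 99.96. With random lists drawn only from genes with a mean of at least 10 CPM, its percentile was 98.97. *Fgfr3* was its highest member at 332 ± 10.6 CPM, while *Sox6* was measured at 51.2 ± 1.66 CPM (SD, n = 2 each). The fibroblast panel of 14 genes also stood high, with a median of 81.8 CPM at percentile 99.99. Its members covered a wide range, with *Col1a2* at 2667 ± 66.4 CPM, *Dcn* at 573 ± 432 CPM, *Pdgfrb* at 146 ± 8.30 CPM and *Pdgfra* at 2.37 ± 0.481 CPM (SD, n = 2 each). *Thy1* was measured at 0.208 CPM in replicate 1 and was listed at 0 in replicate 2, and *Pi16* was listed at 0 in both.

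**Figure D3:**
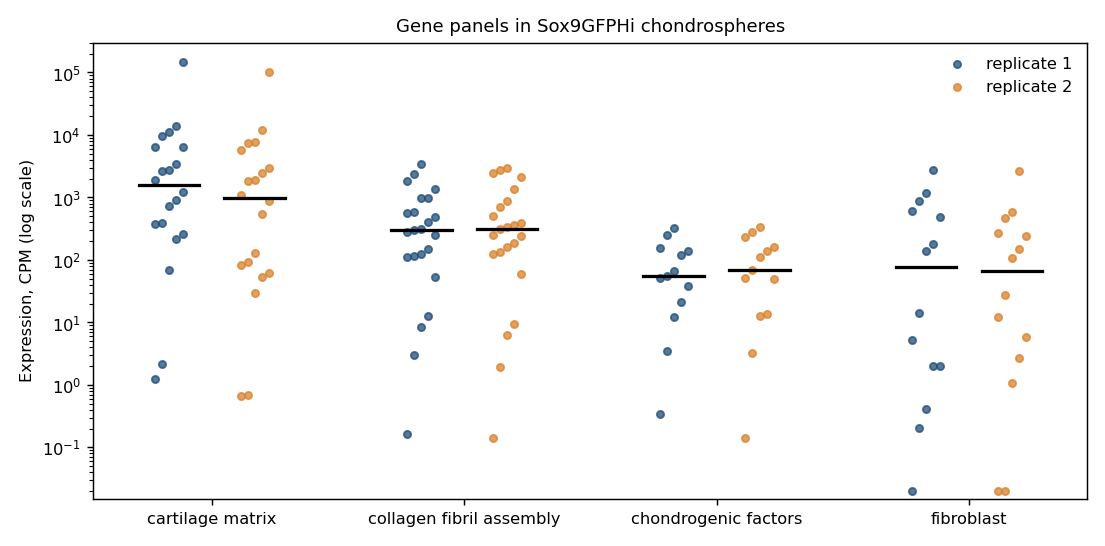
Expression in CPM (log scale) of the genes of 4 panels in the *Sox9* GFPHi chondrospheres, with a point for each gene, blue for replicate 1 and orange for replicate 2, and a black line at the panel's median in that library. Genes listed below the axis are drawn near its lower edge. The cartilage matrix panel has the highest median in both libraries, and the fibroblast panel has genes at the lower edge of the axis and others near *Col1a2* at 2667 CPM.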

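Hand-written panels for the processes named by these categories had lower medians in the *Sox9* GFPHi chondrospheres than the cartilage matrix panel, and no fold change against the pellet was computed. The panels hold different genes, so this order within the chondrospheres does not show whether these processes were lower than in the pellet. The hypertrophy and mineralization panel of 15 genes had a median of 14.9 CPM in replicate 1 and 39.6 CPM in replicate 2. Its median over both libraries stood at percentile 87.7 of the random lists, but at 51.6 in replicate 1 and 96.9 in replicate 2, so its place was not settled by these libraries. The percentile was 28.9 with lists drawn only from genes with a mean of at least 10 CPM, and 99.2 with lists from all genes above 0. The osteoblast panel of 11 genes had a median of 1.19 CPM in replicate 1 and 6.81 CPM in replicate 2. It stood at percentile 1.16, and at 50.6 when the random lists were drawn from all genes above 0. Only 7 of its 11 genes had a mean of at least 1 CPM. The others were kept although the lists for percentile 1.16 left such genes out, which pushes that value down. The highest members of the osteoblast panel were the collagen I genes, and *Sp7*, which encodes osterix, was measured at 4.39 ± 3.43 CPM (SD, n = 2). *Dmp1*, an osteocyte gene, had 0.116 CPM in replicate 1 and 40.4 CPM in replicate 2. The apoptosis panel of 14 genes had a median of 7.68 CPM in replicate 1 and 13.5 CPM in replicate 2, at percentile 12.1, and at 78.4 with lists drawn from all genes above 0. Over the means of both libraries, the medians of the osteoblast and apoptosis panels were 4.39 and 9.52 CPM, so lists of genes with at least 10 CPM could not place them. *Bax* was its highest gene at 62.8 ± 5.20 CPM (SD, n = 2). Shifts between the libraries, relative to the median of all genes, were computed for panel genes with a mean of at least 1 CPM. The median log2 ratio of replicate 2 to replicate 1 was 0.58 for 14 genes of the hypertrophy and mineralization panel. It was 0.70 for 7 genes of the osteoblast panel and 0.42 for the 14 genes of the apoptosis panel. Each lay above the middle 95% of random lists matched on expression. Of the 14 gene lists whose shift was computed, 9 lay outside that range.

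**Figure D4:**
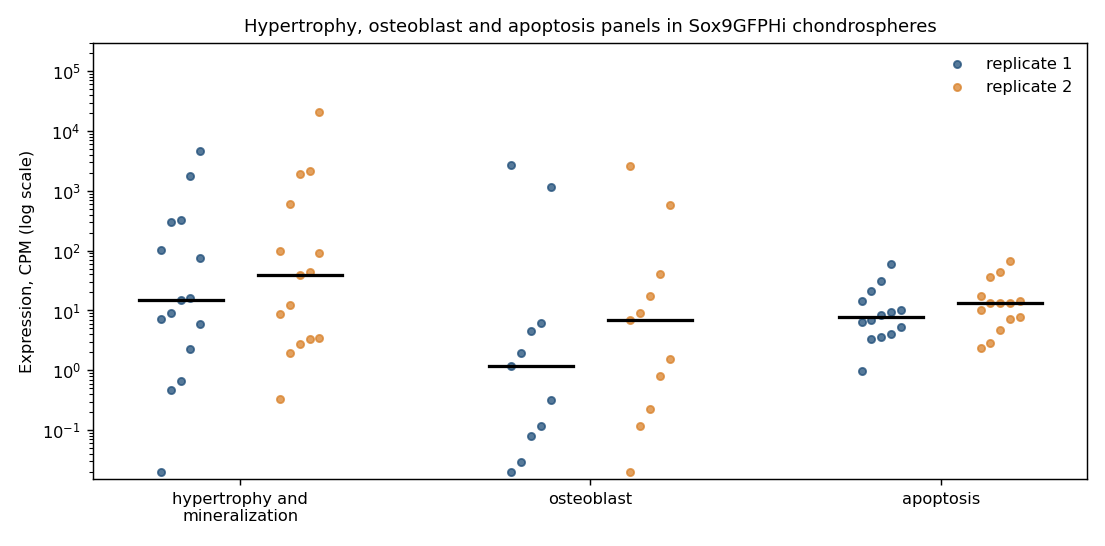
Expression in CPM (log scale) of the genes of the hypertrophy and mineralization, osteoblast and apoptosis panels in the *Sox9* GFPHi chondrospheres, with a point for each gene, blue for replicate 1 and orange for replicate 2, and a black line at the panel's median in that library. Genes listed below the axis are drawn near its lower edge. The medians of all 3 panels are higher in replicate 2 than in replicate 1.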

**FIGURE 3:**
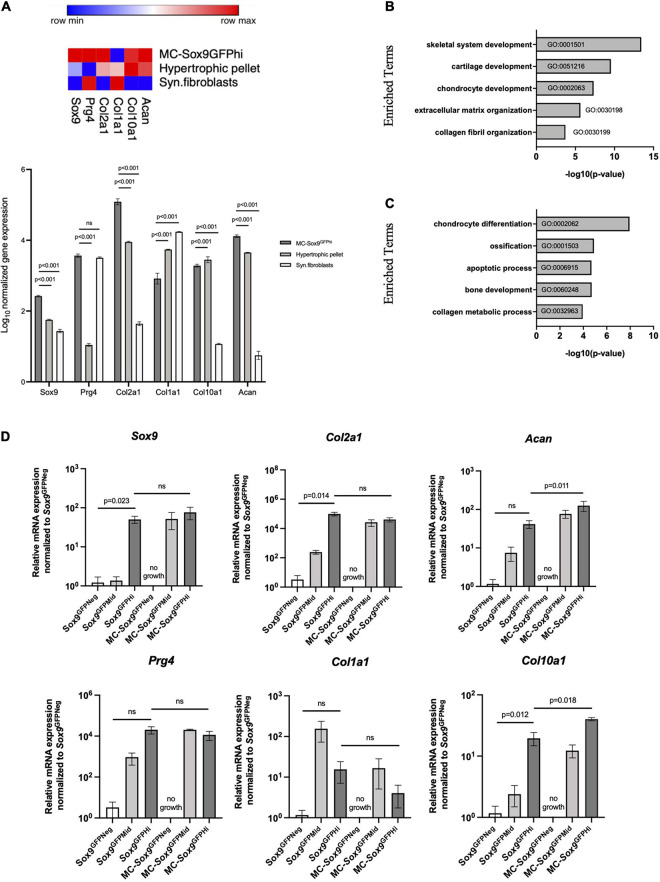
*Sox9*^GFP^ chondrocytes cultured in 3D culture maintain chondrogenic gene expression. **(A)** Heatmap and quantification showing the normalized bulk-sequencing gene expression profile for selected chondrogenic genes in *Sox9*^GFPHi^ chondrospheres, hypertrophic pellet, and synovial fibroblasts (Saeki and Imai, 2020 and Singh et al., 2021, respectively). Color scale denotes the minimum (blue) and maximum (red) expression value across each row. *P*-values were calculated with two-way ANOVA with Tukey’s correction for multiple comparisons. **(B)** Gene Ontology analysis showing enriched terms of *Sox9*^GFPHi^ chondrospheres versus synovial fibroblasts (*n* = 2 and 3, respectively). **(C)** Gene Ontology analysis showing enriched terms of hypertrophic pellets versus *Sox9*^GFPHi^ chondrospheres (*n* = 3 and 2, respectively). **(D)** Quantitative PCR analyses of chondrocyte-specific genes after normalizing expression to freshly isolated *Sox9*^GFPNeg^ chondrocytes; *n* = 4 biological replicates for freshly isolated *Sox9*^GFP^ fractions, *n* = 2 biological replicates for MC – *Sox9*^GFP^ fractions. *P*-values were calculated with one-way ANOVA with Tukey’s correction for multiple comparisons; all error bars represent mean ± SEM.

We then wanted to further validate the trends seen in the transcriptomic analyses via quantitative PCR performed on freshly isolated and cultured fractions of *Sox9*^GFP^ femoral chondrocytes (Figure 3D). Genes such as *Col2a1* and *Acan* in the freshly isolated *Sox9*^GFPHi^ fraction showed increased trends compared to freshly isolated *Sox9*^GFPNeg^ fraction and was maintained in the cultured *Sox9*^GFPMid^ and *Sox9*^GFPHi^ fractions. No cell growth was seen in the plated *Sox9*^GFPNeg^ fraction. *Col1a1* expression was relatively unchanged in the cultured chondrocytes, whereas *Col10a1* was enriched in both the freshly isolated and cultured *Sox9*^GFPHi^ cells (Figure 3D), suggesting that this culture system allows for natural differentiation of chondrocytes that are found in the femoral head. Of note, *Sox9* gene expression of freshly isolated *Sox9*^*GFPMid*^ chondrocytes was more akin to the *Sox9*^GFPNeg^ fraction, however, after 4 weeks in MC, cultured *Sox9*^GFPMid^ chondrocyte gene expression was more similar to the plated *Sox9*^GFPHi^ fraction, despite their differences in clonogenicity and size (Figures 2D,F).

To assess the quality of matrix formed and organizational structure within the *in vitro* mouse chondrogenic organoids, we histologically compared *Sox9*^GFP^ chondrospheres grown for 8 weeks total to P7 femoral heads. Interestingly, the chondrospheres stained for GAGs comparably to femoral heads (Figure 4A) and collagen II was detected throughout the spheres (Figure 4B, upper right panels), but largely localized to the periphery as seen in the femoral head. Sox9 expression was also detected in the chondrospheres, as well as collagen X expression similar to the femoral head (Figure 4B, lower row). Both the mouse chondrospheres and the femoral head strongly stained for aggrecan (Figure 4B). When assessing apoptosis within the chondrospheres, TUNEL staining was sparse and randomly patterned, dissimilar to the centralized cell death observed in conventional aggregate pellet cultures (Figure 4C, left and middle; Weissenberger et al., 2020). Cell proliferation was observed at the periphery of the spheres (Figure 4C, right). Taken together, these results show that chondrocytes can form large and zonally structured multicellular organoids from a single cell *in vitro* and that the *Sox9*^GFPHi^ fraction exhibits the highest clonogenicity and chondrogenic capacity. Previously published literature states that colony-forming units in hematopoietic and mesenchymal systems are only typical for progenitor cells (Friedenstein et al., 1974; Sacchetti et al., 2007; Frisch and Calvi, 2014), suggesting that this system is preferentially selecting, based on their *in vivo* function, for the most immature chondrocytes with colony-initiating potential.

**FIGURE 4:**
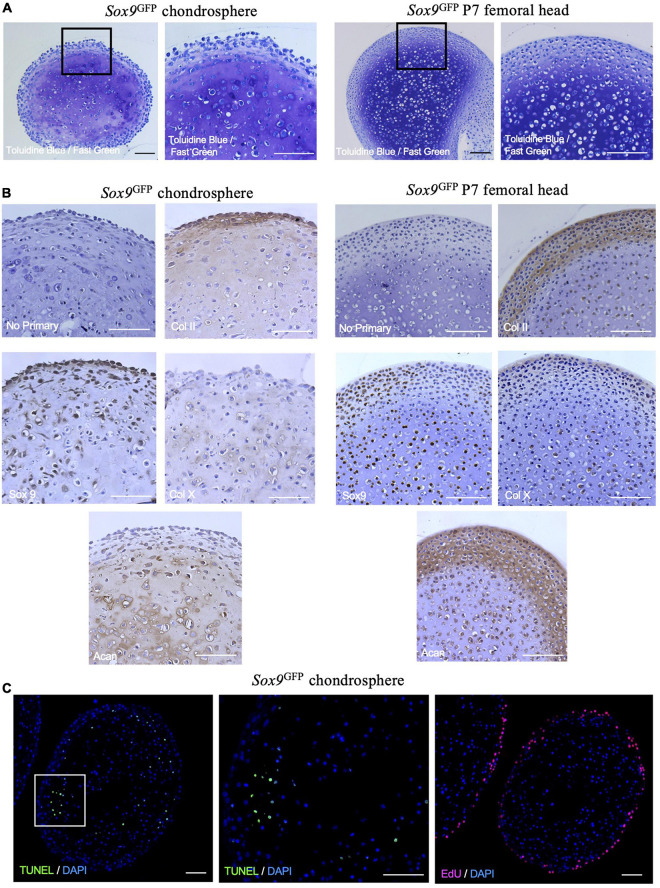
*Sox9*^GFP^ chondrospheres self-organize and form extracellular matrix similar to native femoral head after 8 weeks in culture. **(A)** Toluidine Blue/Fast Green staining for GAGs in *Sox9*^GFP^ chondrospheres (left) and P7 femoral head (right). **(B)** Immunohistochemistry of collagen II, Sox9, collagen X, and aggrecan in *Sox9*^GFP^ chondrospheres (left) and P7 femoral head (right). No primary antibody staining is provided as a negative control. **(C)** TUNEL staining to detect apoptosis (left, middle) and EdU staining to detect proliferation (right) in *Sox9*^GFP^ chondrospheres. Scale bar = 100 μm.

Because proliferative capacity of chondrocytes declines with age, we assessed levels of *Sox9*^GFPHi^ cells in the mouse knee joints at different stage of ontogeny. We digested knee joints of young adult mice (4 months old) and mature adult mice (1.5 years old) and assessed GFP levels in the lineage negative fraction (CD45^–^/CD31^–^/Ter119^–^; Figure 5). Interestingly, *Sox9* expression shifted to favor the *Sox9*^GFPMid^ fraction in young adult mouse knee joints, and the *Sox9*^GFPHi^ fraction in knee joint was almost non-existent in mature adult mouse knee joints (Figures 5A–D). Furthermore, qPCR showed that the *Sox9*^GFPHi^ fraction isolated from young adult knees had the most chondrogenic gene expression except for *Prg4* (Figure 5E). When assessing gene expression in *Sox9*^GFPNeg^ and *Sox9*^GFPMid^ fractions of mature adult mouse knee joints, most chondrogenic genes were not detectable or not statistically significantly different from the *Sox9*^GFPNeg^ fraction (Supplementary Figure 1C). Altogether, this decrease in *Sox9* expression could indicate that a significant fraction of *Sox9*-expressing cells in the knee joint is lost with age.

**FIGURE 5:**
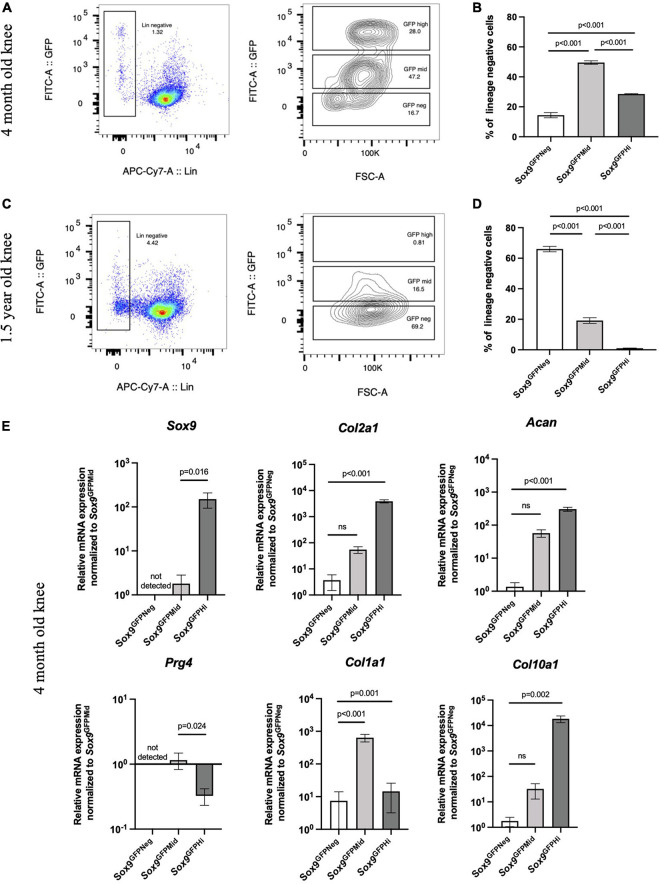
*Sox9*^GFPHi^ cells in the knee joint show highest chondrogenic gene expression but diminish with age. Representative FACS plot **(A)** and quantification **(B)** of *Sox9*^GFP^ levels in 4 months old *Sox9*^GFP^ knee joint; *n* = 3 biological replicates. Representative FACS plot **(C)** and quantification **(D)** of GFP levels in 1.5 years old *Sox9*^GFP^ knee joint; *n* = 3 biological replicates. **(E)** qPCR of chondrogenic genes in 4 months old *Sox9*^GFP^ cells in the knee joint, *n* = 6 biological replicates. Data represented as mean ± SEM and all *p*-values calculated using one-way ANOVA with Tukey’s correction for multiple comparisons.

### Human Articular Chondrocytes of All Ages Have Clonogenic Capacity

Given that genetic reporters are not available for clinically relevant chondrocytes, we wanted to assess whether this *in vitro* culture system could be used to select for human colony-forming chondrocytes. Articular chondrocytes isolated from human young adult and mature adult were plated in our method (Figure 6). Intriguingly, we found that both age groups had cells capable of forming clones (Figure 6A). The young and mature adult chondrocytes had similar clonogenic frequency (Figure 6B), and for all tested donors only a very small percentage (around 5% or less) of articular chondrocytes formed multicellular organoids. Young adult chondrocytes formed significantly larger chondrospheres than mature adult chondrocytes (Figure 6C), and further analysis via qPCR showed that chondrogenic genes *SOX9*, *COL2A1*, and *ACAN* were maintained compared to freshly isolated cells (Figures 6D,E). However, while *COL1A1* and *COL10A1* showed upward trends in culture, these results were not statistically significant. These data indicate that while key chondrogenic genes are not lost, further optimization is needed to ensure that human chondrospheres do not transition into a fibrocartilage or hypertrophic phenotype.

**FIGURE 6:**
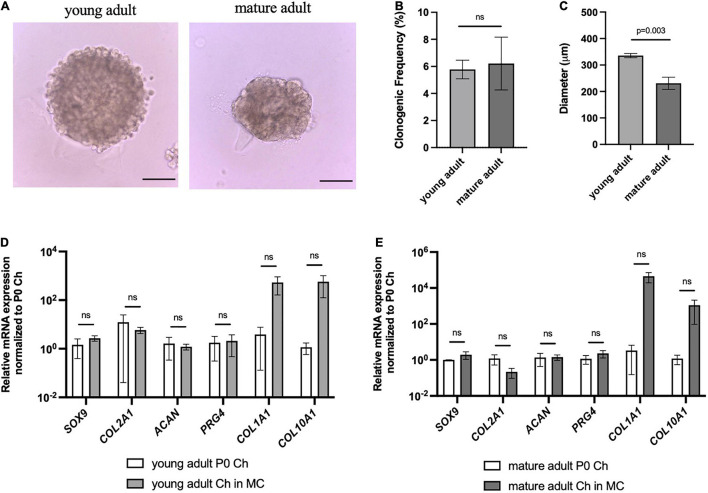
Human articular chondrocytes of different ages demonstrate clonality and retention of chondrogenic genes in 3D culture. **(A)** Representative images of young and mature adult chondrospheres in MC after 4 weeks, scale bar = 100 μm. **(B)** Clonogenic frequency of chondrocytes in MC, *n* = 2 biological replicates. **(C)** Diameter of chondrospheres of young and mature adult chondrospheres in MC, *n* = 2 biological replicates. qPCR of chondrogenic genes in young adult **(D)**, and mature adult **(E)** chondrospheres cultured in MC after normalizing expression to freshly isolated chondrocytes of respective samples, *n* = 2 biological replicates. Data represented as mean ± SEM and *p*-values calculated using an unpaired *t*-test.

### Porcine Articular Chondrocytes Maintain Chondrogenic and Clonogenic Capacity

Next, we wanted to assess whether articular chondrocytes from a large animal used to model cartilage repair and arthritis can respond to the microenvironment of our 3D culture system. Chondrocytes isolated from porcine articular cartilage were cultured in MC for 3 weeks, where sizable chondrogenic organoids were formed (Figure 7A, left). Clonogenic frequency was similar to the *Sox9*^GFPHi^ fraction in mouse at 8–10% (Figure 7B). These porcine chondrospheres further grew in liquid Maintenance Media, reaching up to 1–1.5 mm in diameter (Figure 7A, right; Figure 7C), and compared to freshly isolated articular chondrocytes, chondrogenic gene expression was maintained even after long-term culture in our system (Figure 7D). *PRG4* expression decreased with culture in MC, however, began to increase back to native levels in the liquid phase of culture, suggesting reactivation of articular surface-specific markers.

**FIGURE 7:**
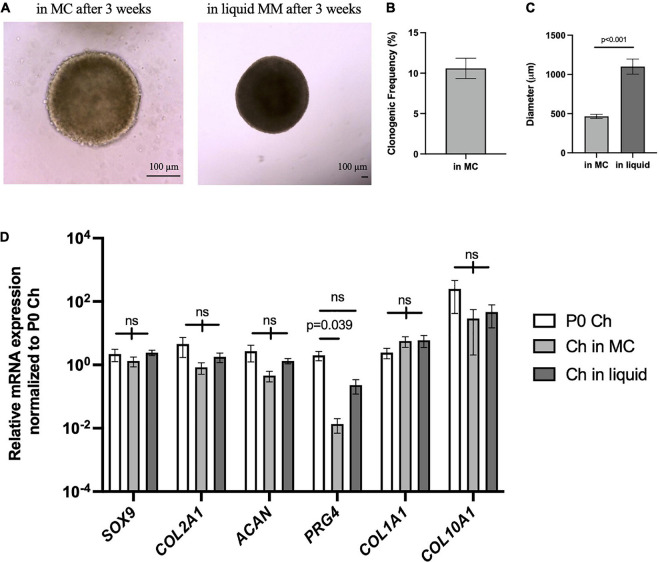
Porcine articular chondrocytes proliferate and maintain chondrogenic identity in 3D culture. **(A)** Representative images of pig chondrospheres in MC after 3 weeks (left) and after transition into liquid media for an additional 3 weeks (right); scale bar = 100 μm. **(B)** Clonogenic frequency of chondrospheres in MC, *n* = 9 biological replicates. **(C)** Average diameter of chondrospheres in MC versus liquid; *n* = 9 biological replicates, *p*-value calculated using an unpaired *t*-test. **(D)** qPCR of chondrogenic genes after normalizing expression to freshly isolated P0 chondrocytes; *n* = 9 biological replicates and *p*-value calculated by two-way ANOVA with Tukey’s correction for multiple comparisons. All data represented as mean ± SEM.

To further confirm that porcine articular chondrocytes retained their chondrogenic features after culture, we histologically assessed chondrospheres generated after 7- and 10-weeks (Figure 8). Similar to the P7 mouse chondrocytes, articular chondrocytes stained strongly for GAGs at both 7 and 10 weeks of culture (Figure 8A). Of note, immunohistochemical staining indicated that collagen II expression was present on the majority of chondrocytes, whereas SOX9 expression was enriched after 7 weeks but diminished at 10 weeks (Figure 8B), potentially reflecting the maturation process. Collagen I was also detected at minimal levels in pockets (Figure 8B), suggesting little to no fibrocartilage formation. TUNEL staining showed minimal and sparse pockets of apoptotic cells at both 7 and 10 weeks in culture (Figure 8C), suggesting retention of viability in the center of the sphere where hypoxia and lack of nutrients are often observed in larger aggregates (Ware et al., 2016). Proliferating chondrocytes at the periphery of the chondrogenic organoids were still detected after 10 weeks of culture in our system (Figure 8D). Altogether, these data reveal that this culture system can mimic a native niche to support clonogenic, colony-forming chondrocytes from a large animal, offering a customizable system that can be further used to interrogate pathophysiological environments.

**FIGURE 8:**
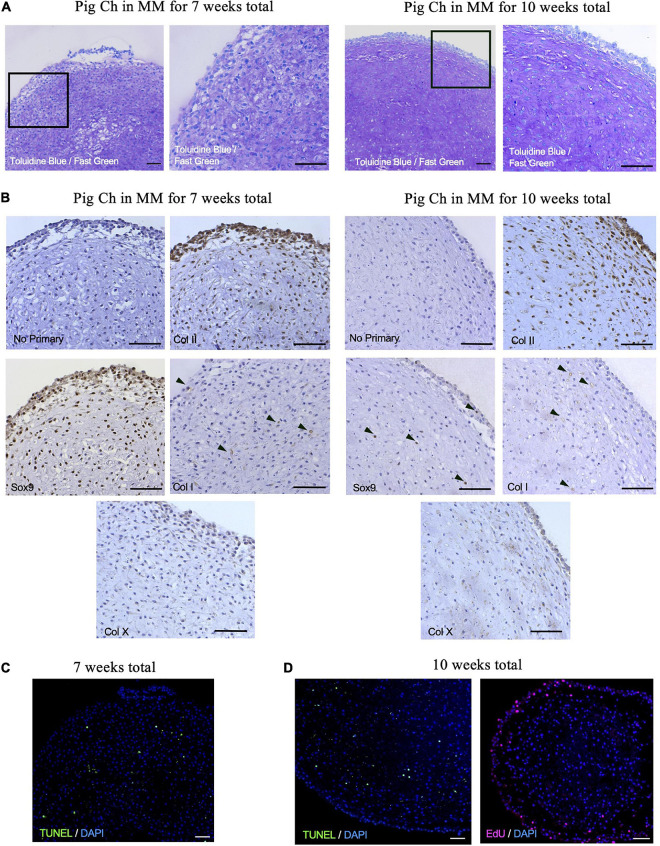
Porcine articular chondrospheres self-organize and deposit extracellular matrix. **(A)** Toluidine Blue/Fast Green staining for GAGs in pig articular chondrospheres cultured for 7 weeks (left) or 10 weeks total (right). **(B)** Immunohistochemistry of collagen II, Sox9, collagen I, and collagen X in pig articular chondrospheres cultured for 7 weeks (left) or 10 weeks total (right). Black arrows demarcate positive staining, no primary antibody staining is provided as a negative control. **(C)** TUNEL staining to detect apoptosis shown in chondrospheres cultured for 7 weeks. **(D)** TUNEL staining (left) and EdU staining to detect proliferation (right) shown in chondrospheres cultured for 10 weeks. Scale bar = 100 μm.

### Arthritis in a Dish: Microenvironmental Cues Can Be Modified to Mimic Pro-degenerative Stimuli

After demonstrating that articular chondrocytes can form cartilage-like structures in our *in vitro* system, we then started manipulating microenvironmental factors to mimic a pro-inflammatory environment observed in arthritic joints. Porcine articular chondrocytes were cultured for 3 weeks in MC and transferred into liquid Maintenance Media for 1 week before the addition of the pro-inflammatory cytokine OSM for an additional 3 weeks (Figure 9A). Compared to chondrogenic organoids maintained in MM alone, chondrospheres exposed to pro-inflammatory cytokine OSM showed decreased density and size (Figures 9B,C). In response to OSM exposure, qPCR demonstrated that the spheres significantly downregulated chondrogenic genes *ACAN* and *COL2A1* but only marginally decreased *SOX9* expression (Figure 9D), an observation consistent with the early stages of osteoarthritic cartilage degeneration (Zhang et al., 2015). Although *COL1A1* was unchanged upon OSM treatment, significant *ADAMTS5* and *MMP13* upregulation indicated activation of catabolic pathways seen in degenerating cartilage (Figure 9E; Chan et al., 2017). The *COL2A1/COL1A1* ratio also showed a significant decrease in collagen II expression upon OSM exposure (Figure 9F), demonstrating a shift in the overall matrix composition. These results highlight the responsiveness of articular chondrocytes to pro-inflammatory stimuli most commonly found in diseased settings, showing a proof of concept for creating a dynamic and customizable *in vitro* readout for manipulating the joint niche. This will allow for assessment of genetic and microenvironmental factors that promote arthritic phenotypes in chondrocytes.

**FIGURE 9:**
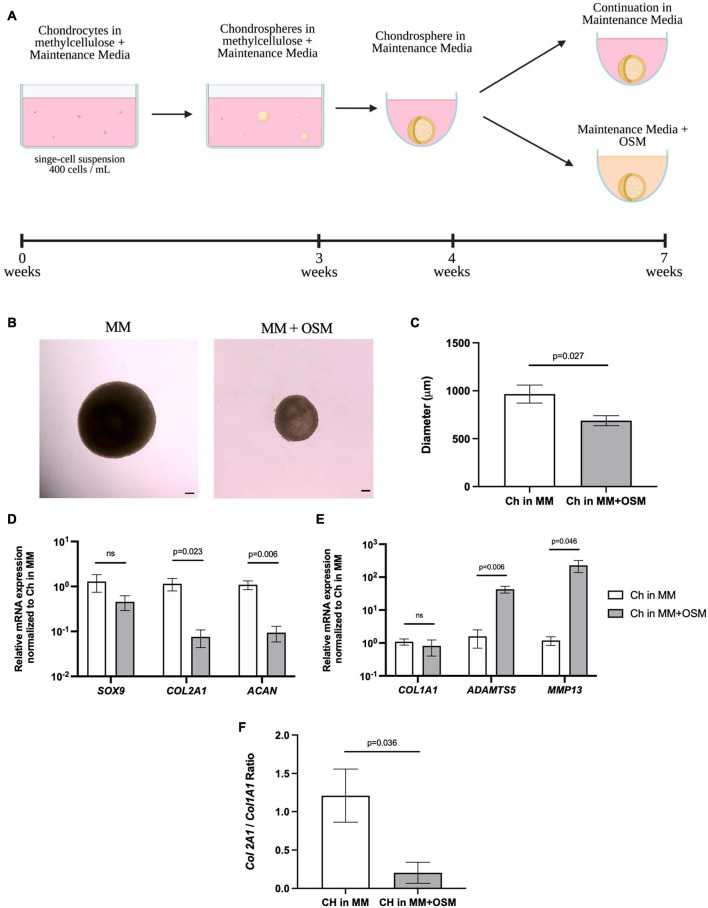
Porcine articular chondrospheres degrade and upregulate catabolic genes in response to pro-inflammatory stimuli. **(A)** Schematic and timeline of MC with MM culture method and introduction of pro-inflammatory cytokine OSM at 4 weeks. **(B)** Representative images of a pig articular chondrospheres in liquid MM alone (left) or liquid MM + OSM (right) after 3 weeks exposure, scale bar = 100 μm. **(C)** Average diameter of chondrospheres cultured in liquid MM or MM + OSM. **(D)** qPCR of anabolic genes after normalizing expression to chondrospheres cultured in MM alone, *n=4* biological replicates. **(E)** qPCR of catabolic genes after normalizing expression to chondrospheres cultured in MM alone, *n=4* biological replicates. **(F)** Collagen II/Collagen I ratio for chondrospheres in MM alone versus MM + OSM, *n=4* biological replicates. All data are represented as mean ±SEM and *p*-value calculated using an unpaired *t*-test.

## Discussion

In this study, we have shown that chondrocytes can be cultured at a single-cell level in a 3D environment that recapitulates the *in vivo* niche, permitting them to retain their chondrogenic identity *in vitro*. We have demonstrated that three different species representing both small and large animals, as well as clinically relevant cells from human, show retention of the chondrogenic phenotype which allow for assessment of cells that can be genetically modified to interrogate molecular mechanisms of cellular regeneration and response to pro-inflammatory stimuli. While the use of methylcellulose culture has been described for assessing clonogenicity in hematopoietic cells (Matsui et al., 2004; Li et al., 2013), here it is used in conjunction with Maintenance Media, which provides chondrogenic factors and other factors preventing chondrocyte maturation (LIF) produced by synovial cells of both young and adult joints (Wu et al., 2013). Our *in vitro* model contributes to the maintenance of clonogenic colony-forming chondrocytes found in articular cartilage without promoting a fibrotic or hypertrophic phenotype, thus providing a more favorable physiological niche than traditional 2D culture systems allow. *In vivo* assays to assess feasibility and integration of chondrospheres into cartilage defects would be valuable and is our future direction, where improved production of large chondrospheres from patient autologous bio-specimens generated in this method has the potential to be therapeutically relevant for articular cartilage repair.

Based on the retention and selectivity of high *Sox9*^GFP^ expression in juvenile mouse femoral cells cultured in this method, it is likely that this culture system is only permissive for cells of chondrogenic lineage that are immature in nature. Deletion of *Sox9* in aggrecan-expressing cells inhibits chondrogenesis and chondrocyte proliferation (Akiyama et al., 2002; Dy et al., 2012), whereas a decrease in *Sox9* at different stages of development is essential for progression to a terminally differentiated, hypertrophic state (Leung et al., 2011). Because *Sox9* expression is retained even after 4 weeks in our culture system, it is feasible that this retention correlates to selection of an immature chondrocyte with minimal hypertrophy, our system recapitulating a progenitor niche, or a combination of both. Additionally, *Sox9*^GFPHi^ cells are minimally present in the articular cartilage of aged 1.5 years old mice. This finding is consistent with our previous studies in humans, showing that the percentage of SOX9 cells declines with age, and cells with high levels of SOX9 expression also express other progenitor markers such as GLI1, BMPR1B, and Integrin alpha 4, as well as activated STAT3 signaling (Ferguson et al., 2018).

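*Col10a1*, which encodes collagen X and lies on chromosome 10 of GRCm38 from 34389981 to 34397085, ranked 34 by mean among the 23628 genes of the cultured *Sox9* GFPHi libraries. It had 1752 CPM in replicate 1 and 2109 CPM in replicate 2. Its level was 1.50 times that of *Col1a1* in replicate 1 and 3.61 times in replicate 2, a log2 ratio of 1.22 ± 0.90 (SD, n = 2). *Col2a1* exceeded it by a log2 ratio of 5.99 ± 0.59 (SD, n = 2), by 4.43 after dividing by exonic length, and by 5.29 after dividing by the longest coding transcript. The annotated exons of *Col2a1* cover 9243 bases and those of *Col10a1* 3130. Other genes of hypertrophic cartilage were at lower levels or differed between the libraries. *Spp1*, which encodes osteopontin, had 4620 CPM in replicate 1 and 20524 CPM in replicate 2. *Runx2*, on chromosome 17 from 44495987 to 44814797, had 16.2 and 39.6 CPM, and *Sox9* exceeded it by a log2 ratio of 3.39 ± 0.81 (SD, n = 2). *Mmp13* had 8.96 CPM in replicate 1 and 44.8 CPM in replicate 2. *Ibsp* was measured at 2.76 ± 0.730 CPM and *Alpl* at 1.19 ± 1.03 CPM (SD, n = 2 each). *Ihh*, a gene of pre-hypertrophic chondrocytes, was listed at 0 in replicate 1 and had 0.332 CPM in replicate 2.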

Due to the natural development of the juvenile femoral head, there will be *Sox9*-expressing pre-hypertrophic cells, osteochondral precursor cells, and mesenchymal stromal cells that may co-express GAGs and collagen X where the secondary ossification center will form (Blumer et al., 2007; Madsen et al., 2011; Yen et al., 2021), which could explain the high gene expression levels of *Col10a1* seen by qPCR and RNA sequencing in both the freshly isolated and cultured *Sox9*^GFPHi^ fraction, respectively. Indeed, we observed the most differentiated, pre-hypertrophic/hypertrophic-like cells localized to the middle of the chondrogenic organoid. The immature and actively proliferating cells were found in the peripheral zone, concurrent with rare progenitor cells found on the superficial articular surface (Shwartz et al., 2016; Li et al., 2017), further suggesting self-organization of the cells *in vitro*. The increased expression levels of *Col1a1* within the *Sox9*^GFP^ mid fraction assessed by qPCR could also be due to a contamination of the *ligamentum teres femoris* when processing the femoral heads. Because this culture system is likely not permissive for cell types outside of the chondrocyte lineage, *Col1a1* expression in the *Sox9*^GFPMid^ or *Sox9*^GFPHi^ fraction is not maintained after culture. Overall, our data shows that *Sox9* expression correlates with the highest clonal and chondrogenic capacity and these cells are exclusively selected for in this system, allowing for future assessment of subpopulations found in immature clonogenic chondrocytes to advance our understanding of what drives regenerative potential.

Interestingly, human articular chondrocytes from young and mature adults demonstrate clonality in this culture system, but the percentage of cells with colony forming potential was relatively low in all tested specimens. Moreover, cultured cells showed an upward trend in *COL1A1* and *COL10A1* gene expression compared to freshly isolated cells, but neither the young or mature groups were statistically significant. Adult human cells did not show the same level of proliferation as the chondrocytes isolated from mice or pigs. Despite the multi-cellular appearance, no human chondrospheres of the age groups were large enough to move into the liquid phase of culture. This indicates the necessity of further optimization of culture conditions such as additional proliferation-inducing factors, or a hypoxic environment, which has also been shown to increase matrix accumulation specifically for human cell culture (Markway et al., 2013). Continual studies to further advance this culture technique for human cells are ongoing. Nevertheless, chondrogenic genes specific for hyaline-like cartilage were maintained, indicating some retention of a healthy chondrogenic phenotype.

It was interesting that porcine articular chondrocytes, considered a cell with limited self-renewal capacity, proliferated to such great extent that we observed. While it should be noted that porcine articular cartilage has been shown to spontaneously heal partial-thickness cartilage defects without bone marrow stimulation (Fisher et al., 2015), the level of growth observed in porcine articular chondrocytes was impressive. Diameters of up to 1–1.5 mm were reached with maintenance of chondrogenic genes expression, signifying highly anabolically active chondrocytes even after 6 weeks of total culture time. *COL10A1* expression was endogenously high in freshly isolated porcine articular chondrocytes, which have been previously described (Rucklidge et al., 1996), but could also be attributed to our chondrocyte harvest method including some hypertrophic chondrocytes found just above the subchondral bone. We did not detect hallmark fibrocartilage features as seen with minimal collagen I staining and *COL1A1* expression, supporting the superiority of our long-term culture method compared to 2D culture where cells rapidly de-differentiate and loose heir chondrogenic identity. Although there was a decrease in Sox9 detected via IHC by 10 weeks culture time, proliferative cells were still detected at the periphery of the chondrosphere as well as heavy GAG staining, validating our culture system’s ability to recreate a niche that supports progenitor cells long-term.

When looking at functional outcomes of porcine chondrospheres assessed in the arthritis in a dish model, exposure to the pro-inflammatory cytokine OSM significantly decreased the density and size of the spheres and upregulated catabolic genes most associated with ECM degradation and osteoarthritis (Heinegård and Saxne, 2011). This switch from anabolic to catabolic mechanisms of the chondrospheres due to OSM exposure supports previous data that show a decrease in aggrecan and TGF-β1 in chondrocytes cultured in 3D with OSM (Sanchez et al., 2004). This demonstrates the *in vitro* system’s capability of customization and multiplexing pro-inflammatory stimuli to assess potential anti-inflammatory or protective signaling in clinically relevant cells. Small molecule screening or cellular pathway inhibition are our future directions in further developing this readout for modulating outcomes of chondrospheres exposed to pro-inflammatory stimuli.

 Altogether, this novel *in vitro* culture system offers a robust and controllable system that can provide essential niche signaling to support and maintain colony forming chondrocytes at a single-cell level. Continual optimization will allow us to further perturbate responses of different chondrocyte subsets to extracellular stimuli in an *in vitro* model, which will be of great value for future genetic modifications to define genes required for regeneration in chondrocytes or development of new treatments specifically designed to enhances endogenous regenerative potential of articular cartilage tissue in diseases such as osteoarthritis.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE184561.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee of USC.

## Author Contributions

JT, BV, and DE conceptualized the study and interpreted the data. JT, AS, JL, and SL performed the experiments. JT wrote the manuscript. BV and DE revised and approved the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[B1] AkiyamaH.ChaboissierM. C.MartinJ. F.SchedlA.de CrombruggheB. (2002). The transcription factor Sox9 has essential roles in successive steps of the chondrocyte differentiation pathway and is required for expression of Sox5 and Sox6. *Genes Dev.* 16 2813–2828. 10.1101/gad.1017802 12414734PMC187468

[B2] AlmqvistK. F.WangL.WangJ.BaetenD.CornelissenM.VerdonkR. (2001). Culture of chondrocytes in alginate surrounded by fibrin gel: characteristics of the cells over a period of eight weeks. *Ann. Rheum. Dis.* 60 781–790. 10.1136/ard.60.8.781 11454643PMC1753804

[B3] BlumerM. J.LongatoS.SchwarzerC.FritschH. (2007). Bone development in the femoral epiphysis of mice: the role of cartilage canals and the fate of resting chondrocytes. *Dev. Dyn.* 236 2077–2088. 10.1002/dvdy.21228 17626280

[B4] BuschmannM. D.GluzbandY. A.GrodzinskyA. J.KimuraJ. H.HunzikerE. B. (1992). Chondrocytes in agarose culture synthesize a mechanically functional extracellular matrix. *J. Orthop. Res.* 10 745–758. 10.1002/jor.1100100602 1403287

[B5] CaronM. M.EmansP. J.CoolsenM. M.VossL.SurtelD. A.CremersA. (2012). Redifferentiation of dedifferentiated human articular chondrocytes: comparison of 2D and 3D cultures. *Osteoarthritis Cartilage* 20 1170–1178. 10.1016/j.joca.2012.06.016 22796508

[B6] ChanC. M.MacdonaldC. D.LitherlandG. J.WilkinsonD. J.SkeltonA.Europe-FinnerG. N. (2017). Cytokine-induced MMP13 expression in human chondrocytes is dependent on activating transcription factor 3 (ATF3) regulation. *J. Biol. Chem.* 292 1625–1636. 10.1074/jbc.m116.756601 27956552PMC5290940

[B7] ChanH. Y.SivakamasundariS.XingX.KrausP.YapS. P.NgP. (2011). Comparison of IRES and F2A-based locus-specific multicistronic expression in stable mouse lines. *PLoS One* 6:e28885. 10.1371/journal.pone.0028885 22216134PMC3244433

[B8] DobinA.DavisC. A.SchlesingerF.DrenkowJ.ZaleskiC.JhaS. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29 15–21. 10.1093/bioinformatics/bts635 23104886PMC3530905

[B9] DyP.WangW.BhattaramP.WangQ.WangL.BallockR. T. (2012). Sox9 directs hypertrophic maturation and blocks osteoblast differentiation of growth plate chondrocytes. *Dev. Cell* 22 597–609. 10.1016/j.devcel.2011.12.024 22421045PMC3306603

[B10] FergusonG. B.Van HandelB.BayM.FizievP.OrgT.LeeS. (2018). Mapping molecular landmarks of human skeletal ontogeny and pluripotent stem cell-derived articular chondrocytes. *Nat. Commun.* 9:3634. 10.1038/s41467-018-05573-y 30194383PMC6128860

[B11] FisherM. B.BelkinN. S.MilbyA. H.HenningE. A.BostromM.KimM. (2015). Cartilage repair and subchondral bone remodeling in response to focal lesions in a mini-pig model: implications for tissue engineering. *Tissue Eng. Part A* 21 850–860. 10.1089/ten.tea.2014.0384 25318414PMC4333259

[B12] FriedensteinA. J.DeriglasovaU. F.KulaginaN. N.PanasukA. F.RudakowaS. F.LuriáE. A. (1974). Precursors for fibroblasts in different populations of hematopoietic cells as detected by the in vitro colony assay method. *Exp. Hematol.* 2 83–92.4455512

[B13] FrischB. J.CalviL. M. (2014). Hematopoietic stem cell cultures and assays. *Methods Mol. Biol.* 1130 315–324. 10.1007/978-1-62703-989-5_2424482184PMC4419375

[B14] HaagJ.GebhardP. M.AignerT. (2008). SOX gene expression in human osteoarthritic cartilage. *Pathobiology* 75 195–199. 10.1159/000124980 18550917

[B15] HeinegårdD.SaxneT. (2011). The role of the cartilage matrix in osteoarthritis. *Nat. Rev. Rheumatol.* 7 50–56. 10.1038/nrrheum.2010.198 21119607

[B16] HuangDwShermanB. T.LempickiR. A. (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nat. Protoc.* 4 44–57. 10.1038/nprot.2008.211 19131956

[B17] JayasuriyaC. T.ChenY.LiuW.ChenQ. (2016). The influence of tissue microenvironment on stem cell-based cartilage repair. *Ann. N. Y. Acad. Sci.* 1383 21–33. 10.1111/nyas.13170 27464254PMC5599120

[B18] KoC. Y.KuK. L.YangS. R.LinT. Y.PengS.PengY. S. (2016). In vitro and in vivo co-culture of chondrocytes and bone marrow stem cells in photocrosslinked PCL-PEG-PCL hydrogels enhances cartilage formation. *J. Tissue Eng. Regen. Med.* 10 E485–E496. 10.1002/term.1846 24668937

[B19] LeungV. Y.GaoB.LeungK. K.MelhadoI. G.WynnS. L.AuT. Y. (2011). SOX9 governs differentiation stage-specific gene expression in growth plate chondrocytes via direct concomitant transactivation and repression. *PLoS Genet.* 7:e1002356. 10.1371/journal.pgen.1002356 22072985PMC3207907

[B20] LiL.NewtonP. T.BouderliqueT.SejnohovaM.ZikmundT.KozhemyakinaE. (2017). Superficial cells are self-renewing chondrocyte progenitors, which form the articular cartilage in juvenile mice. *FASEB J.* 31 1067–1084. 10.1096/fj.201600918r 27965322PMC5295727

[B21] LiQ.BohinN.WenT.NgV.MageeJ.ChenS. C. (2013). Oncogenic Nras has bimodal effects on stem cells that sustainably increase competitiveness. *Nature* 504 143–147. 10.1038/nature12830 24284627PMC4128640

[B22] MadsenS. H.GoettrupA. S.ThomsenG.ChristensenS. T.SchultzN.HenriksenK. (2011). Characterization of an ex vivo femoral head model assessed by markers of bone and cartilage turnover. *Cartilage* 2 265–278. 10.1177/1947603510383855 26069585PMC4300811

[B23] MarkwayB. D.ChoH.JohnstoneB. (2013). Hypoxia promotes redifferentiation and suppresses markers of hypertrophy and degeneration in both healthy and osteoarthritic chondrocytes. *Arthritis Res. Ther.* 15:R92. 10.1186/ar4272 23965235PMC3979022

[B24] MatakD.BrodaczewskaK. K.LipiecM.SzymanskiŁSzczylikC.CzarneckaA. M. (2017). Colony, hanging drop, and methylcellulose three dimensional hypoxic growth optimization of renal cell carcinoma cell lines. *Cytotechnology* 69 565–578. 10.1007/s10616-016-0063-2 28321776PMC5507837

[B25] MatsuiW.HuffC. A.WangQ.MalehornM. T.BarberJ.TanhehcoY. (2004). Characterization of clonogenic multiple myeloma cells. *Blood* 103 2332–2336. 10.1182/blood-2003-09-3064 14630803PMC3311914

[B26] NiJ.YuanX. M.YaoQ.PengL. B. (2015). OSM is overexpressed in knee osteoarthritis and Notch signaling is involved in the effects of OSM on MC3T3-E1 cell proliferation and differentiation. *Int. J. Mol. Med.* 35 1755–1760. 10.3892/ijmm.2015.2168 25845347

[B27] PerkaC.SpitzerR. S.LindenhaynK.SittingerM.SchultzO. (2000). Matrix-mixed culture: new methodology for chondrocyte culture and preparation of cartilage transplants. *J. Biomed. Mater. Res.* 49 305–311. 10.1002/(SICI)1097-4636(20000305)49:3<305::AID-JBM2>3.0.CO;2-910602062

[B28] RosetiL.DesandoG.CavalloC.PetrettaM.GrigoloB. (2019). Articular cartilage regeneration in osteoarthritis. *Cells* 8:1305. 10.3390/cells8111305 31652798PMC6912428

[B29] RucklidgeG. J.MilneG.RobinsS. P. (1996). Collagen type X: a component of the surface of normal human, pig, and rat articular cartilage. *Biochem. Biophys. Res. Commun.* 224 297–302. 10.1006/bbrc.1996.1024 8702386

[B30] SacchettiB.FunariA.MichienziS.Di CesareS.PiersantiS.SaggioI. (2007). Self-renewing osteoprogenitors in bone marrow sinusoids can organize a hematopoietic microenvironment. *Cell* 131 324–336. 10.1016/j.cell.2007.08.025 17956733

[B31] SaekiN.ImaiY. (2020). Reprogramming of synovial macrophage metabolism by synovial fibroblasts under inflammatory conditions. *Cell Commun. Signal.* 18:188. 10.1186/s12964-020-00678-8 33256735PMC7708128

[B32] SanchezC.DebergM. A.BurtonS.DevelP.ReginsterJ. Y.HenrotinY. E. (2004). Differential regulation of chondrocyte metabolism by oncostatin M and interleukin-6. *Osteoarthritis Cartilage* 12 801–810. 10.1016/j.joca.2004.06.011 15450530

[B33] ShiS.WangC.ActonA. J.EckertG. J.TrippelS. B. (2015). Role of sox9 in growth factor regulation of articular chondrocytes. *J. Cell. Biochem.* 116 1391–1400. 10.1002/jcb.25099 25708223PMC5210171

[B34] ShkhyanR.Van HandelB.BogdanovJ.LeeS.YuY.ScheinbergM. (2018). Drug-induced modulation of gp130 signalling prevents articular cartilage degeneration and promotes repair. *Ann. Rheum. Dis.* 77 760–769. 10.1136/annrheumdis-2017-212037 29436471PMC8444286

[B35] ShwartzY.ViukovS.KriefS.ZelzerE. (2016). Joint development involves a continuous influx of Gdf5-positive cells. *Cell Rep.* 15 2577–2587. 10.1016/j.celrep.2016.05.055 27292641PMC4920976

[B36] SinghP.LessardS. G.MukherjeeP.RourkeB.OteroM. (2021). Changes in DNA methylation accompany changes in gene expression during chondrocyte hypertrophic differentiation in vitro. *Ann. N. Y. Acad. Sci.* 1490 42–56. 10.1111/nyas.14494 32978775PMC7990741

[B37] SokoloveJ.LepusC. M. (2013). Role of inflammation in the pathogenesis of osteoarthritis: latest findings and interpretations. *Ther. Adv. Musculoskelet. Dis.* 5 77–94. 10.1177/1759720X12467868 23641259PMC3638313

[B38] UllahM.HamoudaH.StichS.SittingerM.RingeJ. (2012). A reliable protocol for the isolation of viable, chondrogenically differentiated human mesenchymal stem cells from high-density pellet cultures. *Biores. Open Access* 1 297–305. 10.1089/biores.2012.0279 23514965PMC3559221

[B39] WareM. J.ColbertK.KeshishianV.HoJ.CorrS. J.CurleyS. A. (2016). Generation of homogenous three-dimensional pancreatic cancer cell spheroids using an improved hanging drop technique. *Tissue Eng. Part C Methods* 22 312–321. 10.1089/ten.tec.2015.0280 26830354PMC4827286

[B40] WeissenbergerM.WeissenbergerM. H.GilbertF.GrollJ.EvansC. H.SteinertA. F. (2020). Reduced hypertrophy in vitro after chondrogenic differentiation of adult human mesenchymal stem cells following adenoviral SOX9 gene delivery. *BMC Musculoskelet. Disord.* 21:109. 10.1186/s12891-020-3137-4 32066427PMC7026978

[B41] WuL.BluguermannC.KyupelyanL.LatourB.GonzalezS.ShahS. (2013). Human developmental chondrogenesis as a basis for engineering chondrocytes from pluripotent stem cells. *Stem Cell Reports* 1 575–589. 10.1016/j.stemcr.2013.10.012 24371811PMC3871393

[B42] WuL.GonzalezS.ShahS.KyupelyanL.PetriglianoF. A.McAllisterD. R. (2014). Extracellular matrix domain formation as an indicator of chondrocyte dedifferentiation and hypertrophy. *Tissue Eng. Part C Methods* 20 160–168. 10.1089/ten.tec.2013.0056 23758619PMC3910562

[B43] YasuharaR.OhtaY.YuasaT.KondoN.HoangT.AddyaS. (2011). Roles of β-catenin signaling in phenotypic expression and proliferation of articular cartilage superficial zone cells. *Lab. Invest.* 91 1739–1752. 10.1038/labinvest.2011.144 21968810PMC3759358

[B44] YenY.ChienM.WuP.HungS. (2021). PP2A in LepR+ mesenchymal stem cells contributes to embryonic and postnatal endochondral ossification through Runx2 dephosphorylation. *Commun. Biol.* 4:658. 10.1038/s42003-021-02175-1 34079065PMC8172534

[B45] ZhangQ.JiQ.WangX.KangL.FuY.YinY. (2015). SOX9 is a regulator of ADAMTSs-induced cartilage degeneration at the early stage of human osteoarthritis. *Osteoarthritis Cartilage* 23 2259–2268. 10.1016/j.joca.2015.06.014 26162802

# Supplementary material for: A Single-Cell Culture System for Dissecting Microenvironmental Signaling in Development and Disease of Cartilage Tissue
**Source:** Front Cell Dev Biol. 2021 Oct 18;9:725854. doi: 10.3389/fcell.2021.725854
**Supplement:** Supplementary Table 1 — qPCR primer sequences.

**Supplemental Materials**

**Table S1 – qPCR primer sequences**

| **Gene name** | **Primer Sequence** | **GenBank Accession** |
| --- | --- | --- |
| mRPL7 | Forward: 5’ ACCGCACTGAGATTCGGATG 3’  Reverse: 5’ GAACCTTACGAACCTTTGGGC 3’ | NM_011291.5 |
| mSOX9 | Forward: 5’ CTGTACCTCCCTGAATAC 3’  Reverse: 5’ GCCAACAATCTACCTTAAA 3’ | NM_011448.4 |
| mCOL2A1 | Forward: 5’ GGGTCACAGAGGTTACCCAG 3’  Reverse: 5’ ACCAGGGGAACCACTCTCA 3’ | NM_001113515.2 |
| mACAN | Forward: 5’ GTGGAGCCGTGTTTCCAAG 3’  Reverse: 5’AGATGCTGTTGACTCGAACCT 3’ | NM_007424.3 |
| mPRG4 | Forward: 5’ GATCCTGGGTATCCTAAA 3’  Reverse: 5’ TATAAGTGTACTGCTGAATG 3’ | NM_021400.3 |
| mCOL1A1 | Forward: 5’ GATAGGGACTTGTGTGAA 3’  Reverse: 5’ AGTGGAGAGAGAGTAGAG 3’ | NM_007742.4 |
| mCOLXA1 | Forward: 5’ TTCTGCTGCTAATGTTCTTGACC 3’  Reverse: 5’ GGGATGAAGTATTGTGTCTTGGG 3’ | NM_009925.4 |
| pRPL7 | Forward: 5’ CAGGATCAGAGGTATCAA 3’  Reverse: 5’ TATATGGTTCCACAATTCTC 3’ | NM_001113217.1 |
| pSOX9 | Forward: 5’ CCACCGAAGAAAGACCGTAA 3’  Reverse: 5’ CTTGGAATGTGGGTTCGAGT 3’ | NM_213843.2 |
| pACAN | Forward: 5’ CTACGACGCCATCTGCTACA 3’  Reverse: 5’ CTTCACCCTCGGTGATGTTT 3’ | NM_001164652.1 |
| pCOL2A1 | Forward: 5’ GAGAGGTCTTCCTGGCAAAG 3’  Reverse: 5’ AAGTCCCTGGAAGCCAGAT 3’ | XM_021092611.1 |
| pCOL1A1 | Forward: 5’ CCAGTCACCTGCGTACAGAA 3’  Reverse: 5’ ACGTCATCGCACAACACATT 3’ | LC223106.1 |
| pCOLXA1 | Forward: 5’ ACTTCTCCTACCACATTC 3’  Reverse: 5’ CCATACCTGGTCATTATCT 3’ | NM_001005153.1 |
| pPRG4 | Forward: 5’ TTGGCATCAACCCCATATTT 3’  Reverse: 5’ GTATCAATGGGGGAGGGAAT 3’ | XM_021063824.1 |
| pADAMTS5 | Forward: 5’ GAGGGGGCAACTCACATAAA 3’  Reverse: 5’ GGTTTCCGAAGTGGAGATCA 3’ | XM_021070865.1 |
| pMMP13 | Forward: 5’ TCTTGTTGCTGCCCATGAGT 3’  Reverse: 5’GTGGCTTTTGCCAGTGTAGG 3’ | XM_021062712.1 |
| hRPL7 | Forward: 5’ CCAAATTGGCGTTTGTCATCAG 3’  Reverse: 5’ GCATGTTAATCGAAGCCTTGTTG 3’ | NM_000971 |
| hCOL2A1 | Forward: 5’ TGGACGATCAGGCGAAACC 3’  Reverse: 5’ GCTGCGGATGCTCTCAATCT 3’ | NM_001844 |
| hSOX9 | Forward: 5’ AGCGAACGCACATCAAGAC 3’  Reverse: 5’ GCTGTAGTGTGGGAGGTTGAA 3’ | NM_000346 |
| hCOL1A1 | Forward: 5’ GAGGGCCAAGACGAAGACATC 3’  Reverse: 5’ CAGATCACGTCATCGCACAAC 3’ | LC223106.1 |
| hACAN | Forward: 5’ CTGCTTCCGAGGCATTTCAG 3’  Reverse: 5’ CTTGGGTCACGATCCACTCC 3’ | NM_001369268.1 |
| hPRG4 | Forward: 5’ AAAGTCAGCACATCTCCCAAG 3’  Reverse: 5’ GTGTCTCTTTAGCGGAAGTAGTC 3’ | NM_005807.6 |
| hCOLXA1 | Forward: 5’ CATAAAAGGCCCACTACCCAAC 3’  Reverse: 5’ ACCTTGCTCTCCTCTTACTGC 3’ | NM_000493.4 |

m = mouse, p = pig, h = human

**Table S2 - Antibodies used for IHC**

| **Antibody** | **Vendor** | **Catalog Number** | **Dilution** |
| --- | --- | --- | --- |
| Collagen II | Bioss | Bs-0709R | 1:200 – 1:500 |
| SOX9 | Millipore | AB5535 | 1:1000 |
| Collagen I | Santa Cruz Bio | Sc-59772 | 1:200 |
| Collagen X | Abcam | Ab49945 | 1:500-1:1000 |
| Aggrecan | Millipore | AB1031 | 1:200 – 1:500 |
| Anti-Mouse IgG ImmPRESS | Vector | MP-7422 | Pre-diluted |
| Anti-Rabbit IgG ImmPRESS | Vector | MP-7401 | Pre-diluted |

How the deposited data were processed for this re-analysis (not part of the article)

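The measurements are RNA-sequencing of 2 libraries of *Sox9* GFPHi chondrospheres (replicates 1 and 2), grown from GFP-high femoral head cells of pups at postnatal day 7 in 1% methylcellulose at 5% oxygen. The libraries of synovial fibroblasts and hypertrophic pellets were not analysed here, so the fold changes, FDR calls and GO categories that rest on them were not recomputed.

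The values are counts-per-million values (CPM), which the authors made in Partek Flow. They aligned reads to GRCm38 with GENCODE M25 by STAR, assigned them to genes by Partek E/M and divided by the total over the genes listed. Each deposited column of CPM sums to the full per-million total plus 0.0001 for each of the 23628 genes, and this offset was subtracted. The design allowed for counts as well as normalized values. As the deposited values are CPM that mostly cannot be turned back into whole reads, no count model was fitted, and the spread between libraries is the SD of the log2 ratio divided by the square root of 2, a log2 value. The steps between low values imply 43300000 reads on genes in replicate 1 and 42100000 in replicate 2. A gene at 10 CPM then rests on about 433 and 421 reads, and 3 reads correspond to 0.0693 and 0.0712 CPM.

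From the CPM, the mean and SD of the 2 libraries were computed per gene, and log2 ratios between genes within each library. Log2 ratios between the libraries used a pseudocount of 0.1 CPM, and a fold change on that scale understates the change of low genes. Shifts of gene panels between libraries were centred on the median log2 ratio of all genes with a mean of at least 1 CPM, which was 0.30. Tests between groups and p-values were not computed, because the libraries are of 1 condition.

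A total of 19 gene panels with 222 entries were written by hand before the data were examined. The median of a panel was placed among 10000 random lists of the same size (seed 1) from genes with a mean of at least 1 CPM. For a single library, the lists came from genes with at least 1 CPM in that library. Panel genes below the cut were kept, although the random lists left such genes out, which pushes the percentile of panels with low genes down. For shifts between libraries, each gene of a random list was drawn from the 100 genes nearest in mean expression. The panel genes *Myh4*, *Myh2*, *Pax7* and *Lep* are not listed in the deposited values. Trimmed means of log ratios left out 30% of the ratios and 5% of the average levels on each side.

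Genes were named by a rule set before the data were examined. It takes the 6 genes of Figure 3A, every other mouse gene or ortholog that the paper names, the 10 genes with the highest mean, the members of the panels, and the 10 genes with the largest fold between the libraries in each direction among those with a mean of at least 10 CPM.

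Coordinates, exonic lengths, GC content and primer matches come from GENCODE M21 on GRCm38, the authors' build with an earlier annotation release. Of the 23628 gene names, 22967 (97.2%) matched one gene there. Primers were matched as exact sequences to transcripts.

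The computation was tested on simulated data for 12631 genes, of which 200 were changed 4-fold. Of the changed genes, 100% were found past 2-fold, together with 5 unchanged genes. The simulated spread per library was set well below the 0.59 on the log2 scale measured here. The simulation therefore tests the computation, and does not show how many unchanged genes pass 2-fold in these libraries. A simulated list of 12 genes raised 4-fold stood at percentile 100 of its random lists and an unchanged list at percentile 48.9.

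Alternatives covered the scaling, the pseudocount, the filter on low values, the background of the random lists, division by exonic length, and leaving out each library. All of these were set before the data were examined, apart from those for the log2 ratio of the proliferation panel between the libraries, those for *Fn1* against *Col2a1* and the division by the longest coding transcript, which were chosen after seeing the data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, biopython 1.88 and matplotlib 3.10.9 were used.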

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

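The tests in this part were chosen after the values had been seen.

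*Fn1*, which encodes fibronectin and is not named in the paper, had the highest mean of all genes in the *Sox9* GFPHi chondrospheres. It was measured at 172962 CPM, with 183979 CPM in replicate 1 and 161946 CPM in replicate 2, and stood out as the only gene above *Col2a1*, the highest gene of Figure 3A. *Fn1* and *Col2a1* together took 33.3% of all CPM in replicate 1 and 26.3% in replicate 2. The log2 ratio of *Fn1* to *Col2a1* was 0.30 in replicate 1 and 0.69 in replicate 2. Gene length may explain the order of the 2 genes. After dividing by exonic length, 11685 bases for *Fn1* and 9243 for *Col2a1*, the log2 ratio was -0.0335 in replicate 1 and 0.35 in replicate 2, so *Fn1* was no longer above *Col2a1* in both libraries. With the longest coding transcript of each gene as the length, it was -0.40 and -0.02. Before any correction for length, both genes lie far above *Sparc*, the third by mean, at 21408 CPM. RNA from fibroblasts could add to *Fn1*. Of the fibroblast surface genes, *Pdgfra* and *Thy1* reached at most a mean of 2.37 CPM. However, *Pdgfrb* had a mean of 146 CPM and *Fap* of 20.8 CPM, and other genes of the fibroblast panel such as *Col1a2* were high. All 14 genes of that panel together summed to 6212 CPM in replicate 1 and 4489 CPM in replicate 2, both far below *Fn1*. For fibroblasts to be the source of most of the *Fn1* level, their *Fn1* would have to lie far above the sum of this panel. That was not measured, because no fibroblast library was analysed here, so the share from fibroblasts cannot be told. The deposited labels give no condition that differs between the libraries, and no biological explanation was tested.

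Y-linked genes, which the paper does not discuss, were above the level of 3 reads in both libraries. All 4 in the panel were, the highest being *Ddx3y* with a mean of 77.0 CPM (61.7 CPM in replicate 1 and 92.3 CPM in replicate 2). *Eif2s3y* had 32.0 and 29.8 CPM, *Kdm5d* 19.5 and 16.1 CPM, and *Uty* 11.1 and 14.2 CPM. Reads shared with the X-linked copies could place values on these genes in female cells, but *Xist*, which female cells transcribe from the inactive X chromosome, reached at most 0.150 CPM. A candidate explanation is that both libraries came mostly from male pups. The sex of the pups is not in the labels and the paper's text does not name it, so this was not tested against a label, and a minor share of female cells was not tested either.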

How the results depend on the processing

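For 27 results, 132 values were recomputed, each with 1 choice changed. Of these, 95 moved by less than the SD between the libraries (or by less than 1.5 times for a count), 36 moved by more, and 1 reversed. The 95 overstate the stability. Leaving 1 of 2 libraries out of a mean moves it by less than 1 SD by arithmetic, which covers 26 of them, and 15 belong to the 3 panels at percentile 0 or 100, which had little room to move. The geometric mean of 2 libraries also lies within 1 SD of their mean by arithmetic, for each of the 6 genes of Figure 3A. The cause of these changes was not tested, except where a value below shows it.

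The reversed result was the log2 ratio of *Fn1* to *Col2a1*, which was 0.50 as a mean and -0.21 with each gene divided by its longest coding transcript. Divided by exonic length it was 0.16.

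With the 10 highest genes left out of the per-million total, all 6 genes of Figure 3A rose, as a smaller total requires, to 434 CPM for *Sox9*, 6110 for *Prg4*, 207624 for *Col2a1*, 1469 for *Col1a1*, 3150 for *Col10a1* and 21606 for *Acan*. Scaling by the trimmed mean of log ratios or the upper quartile uses factors centred on 1, so it could hardly move the means of these 6 genes and shows no stability.

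Dividing by exonic length gave log2 ratios of 6.72 for *Col2a1* to *Col1a1*, 4.43 for *Col2a1* to *Col10a1*, 2.29 for *Col10a1* to *Col1a1* and 4.48 for *Sox9* to *Runx2*, each in the same direction as without it. With the longest coding transcript as the length, the log2 ratio was 5.29 for *Col2a1* to *Col10a1* and 2.14 for *Col10a1* to *Col1a1*, and the ratios of *Col2a1* and *Acan* to *Col1a1* and of *Sox9* to *Runx2* moved by less than the SD. Division by exonic length placed the chondrogenic factors panel at percentile 99.3, the fibroblast panel at 99.53, the osteoblast panel at 6.82 and the apoptosis panel at 29.5.

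The background of the random lists changed many panels outside the cartilage matrix and collagen fibril assembly panels. With all genes above 0 as background, the percentile was 99.99 for chondrogenic factors, 50.6 for osteoblast, 78.4 for apoptosis, 84.2 for proliferation, 98.68 for the superficial zone, 99.2 for hypertrophy and mineralization and 99.86 for hypoxia. With genes of at least 10 CPM it was 98.97 for chondrogenic factors, 99.79 for fibroblast, 28.9 for hypertrophy and mineralization, 61.6 for hypoxia, 60.0 for the superficial zone and 0 for proliferation. The osteoblast and apoptosis panels have medians below 10 CPM over the means of both libraries, so their percentile of 0 there was fixed beforehand and is not read. The places of the osteoblast, apoptosis, proliferation, hypoxia, superficial zone and hypertrophy panels therefore depend on the background. Panel genes below a cut were kept while the random lists left such genes out, which adds to the low percentiles at the higher cut.

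With 1 library left out at a time, the percentile ran from 99.85 to 99.89 for chondrogenic factors, from 36.2 to 95.2 for the superficial zone, from 51.6 to 96.9 for hypertrophy and mineralization, from 0 to 4.69 for osteoblast, from 99.88 to 99.98 for fibroblast and from 7.81 to 26.9 for apoptosis. It ran from 0.53 to 57.8 for proliferation and from 91.7 to 98.97 for hypoxia.

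Genes past 2-fold between the libraries numbered 1903 with a mean of at least 1 CPM and 682 with at least 10 CPM. The spread between libraries was 0.59 on the log2 scale and 0.45 with at least 10 CPM. The share of these genes that was higher in replicate 2 was 75.4% on the per-million scale and 56.0% after the trimmed mean of log ratios (953 higher and 749 lower). The shift of the proliferation panel was 1.94, against 2.25 without centring and 1.70 with a pseudocount of 1. Another set of size factors for the spread was not run, because 1 factor per library cannot change an SD of log2 ratios. No paired analysis was possible because there is 1 group.

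Depth limits the lowest genes. Below 0.0693 CPM in replicate 1 and 0.0712 CPM in replicate 2 a gene rests on fewer than 3 reads, and no order among such genes was read.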

Other observations

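The tests of GC content and gene length and of the choice of panel genes were set before the values they measure were seen, and the other tests in this part after.

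The proliferation panel differed between the 2 libraries of *Sox9* GFPHi chondrospheres. Relative to the median of all genes, its 12 genes had a median log2 ratio of replicate 2 to replicate 1 of 1.94, or 3.84-fold, and 12 of 12 were higher in replicate 2. *Mki67* had 8.13 CPM in replicate 1 and 50.8 CPM in replicate 2, and *Top2a* 9.31 and 50.8 CPM. The median stood at percentile 100 of 10000 lists matched on mean expression. The shift was computed for 14 lists, and 9 of them lay outside the middle 95% of their matched lists, so a place outside that range is common between these libraries. The proliferation panel had the largest shift of the 14, and a list of 16 cell-cycle genes outside the panel came next, with a median of 1.76 and all 16 genes higher, so the shift was not confined to the genes of the panel. Per-million scaling could give a shift, but 1.94 is the value after centring. After regression on GC content and length, which explained 0.590% of the variance of the log2 ratio over 12436 genes, the median was 1.98. Sequencing depth, which CPM already divides out, differed by a log2 ratio of -0.0382. RNA from dividing blood or endothelial cells could add to the panel, but the genes of those lineages summed to 4.59 CPM in replicate 2, against an increase of 224 CPM in the summed panel. These values are consistent with more cycling cells in replicate 2, as a hypothesis found and tested on the same data. The labels give no difference in condition, culture time or batch between the libraries, so no biological explanation was tested, and a difference in handling or harvest was not tested either.

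Other panels moved as well, relative to the median of all genes. Among genes with a mean of at least 1 CPM, the superficial zone panel had a median log2 ratio of -1.09, with 6 of 8 lower in replicate 2. The matrix breakdown panel had one of 1.16, with 6 of 7 higher. The directions of both medians were the same without centring, at -0.78 and 1.47. The matrix breakdown panel also holds *Timp1*, *Timp2* and *Timp3*, which encode inhibitors of matrix breakdown. *Timp1* and *Timp2* were higher in replicate 2. *Timp3*, its highest gene, had 8619 CPM in replicate 1 and 3411 CPM in replicate 2. The summed panel had 9531 and 5673 CPM, a fall that came from *Timp3*. The *Mmp* genes with a mean of at least 1 CPM were each higher in replicate 2. *Mmp2* had 372 and 477 CPM, *Mmp14* 84.6 and 234 CPM, *Mmp13* 8.96 and 44.8 CPM, and *Mmp3* 1.09 and 8.13 CPM. As the panel mixes genes of breakdown with inhibitors, neither its median nor its sum measures matrix breakdown. The 6 reference genes had a median of 0.01.

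Among genes with a mean of at least 10 CPM, the largest differences were in *Dmp1*, in *Reln* (0.0924 CPM in replicate 1 and 21.7 CPM in replicate 2), *Hmga2* (5.35 and 247 CPM), *Tinagl1* (1.52 and 67.1 CPM), *Dlk1* (6.38 and 267 CPM) and *Nes* (3.81 and 150 CPM), all higher in replicate 2. In the other direction, *Matn1* was followed by *Sfrp2* (37.0 and 1.33 CPM), *Col14a1* (62.2 and 2.37 CPM), *Cpxm2* (30.2 and 1.76 CPM) and *Chrdl2* (102 and 6.22 CPM). With 1 library on each side, these differences have no replicate check.

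The paper names GLI1, BMPR1B and integrin alpha 4 as progenitor markers of human SOX9-high cells, together with activated STAT3 signaling. The mRNA level of *Stat3* does not measure that activation. In the mouse chondrospheres, *Stat3* was measured at 131 ± 4.35 CPM and *Bmpr1b* at 8.02 ± 0.545 CPM (SD, n = 2 each). *Gli1* had 0.116 CPM in replicate 1 and 0.427 CPM in replicate 2, and *Itga4* 0.0924 and 0.593 CPM. *Adamts5* had 0.323 and 1.42 CPM. *Lif* had 11.9 CPM in replicate 1 and 48.1 CPM in replicate 2, while *Il1b* and *Osm* were listed at 0 in both libraries.

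Genes of blood and endothelial cells were low. Of 17 such genes, 11 were at or below 3 reads in both libraries, and the 17 summed to 9.31 CPM in replicate 1 and 4.59 CPM in replicate 2. Most of these sums came from *Laptm5*, with 5.73 CPM in replicate 1 and 0.807 CPM in replicate 2, *Cd68*, with 2.48 ± 0.119 CPM (SD, n = 2), and *Lyz2*, with 0.624 and 0.949 CPM, all well above 3 reads. *Pecam1* had 0.231 and 0.166 CPM and *Ptprc* 0.0231 and 0.0474 CPM. The collagen I genes were unequal, with *Col1a2* at 2714 and 2620 CPM and *Col1a1* at 1166 and 584 CPM. The 14 genes of the hypoxia panel had a median of 34.4 CPM at percentile 95.7 of the random lists, which fell to 61.6 among genes with at least 10 CPM.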
